# The identification of protein and RNA interactors of the splicing factor Caper in the adult *Drosophila* nervous system

**DOI:** 10.3389/fnmol.2023.1114857

**Published:** 2023-06-23

**Authors:** M. Brandon Titus, Adeline W. Chang, Niko Popitsch, Christopher C. Ebmeier, Jeremy M. Bono, Eugenia C. Olesnicky

**Keywords:** alternative splicing, RNA-binding proteins, *caper*, RBM39, *Drosophila*, tissue specific function

## Abstract

Post-transcriptional gene regulation is a fundamental mechanism that helps regulate the development and healthy aging of the nervous system. Mutations that disrupt the function of RNA-binding proteins (RBPs), which regulate post-transcriptional gene regulation, have increasingly been implicated in neurological disorders including amyotrophic lateral sclerosis, Fragile X Syndrome, and spinal muscular atrophy. Interestingly, although the majority of RBPs are expressed widely within diverse tissue types, the nervous system is often particularly sensitive to their dysfunction. It is therefore critical to elucidate how aberrant RNA regulation that results from the dysfunction of ubiquitously expressed RBPs leads to tissue specific pathologies that underlie neurological diseases. The highly conserved RBP and alternative splicing factor Caper is widely expressed throughout development and is required for the development of *Drosophila* sensory and motor neurons. Furthermore, *caper* dysfunction results in larval and adult locomotor deficits. Nonetheless, little is known about which proteins interact with Caper, and which RNAs are regulated by Caper. Here we identify proteins that interact with Caper in both neural and muscle tissue, along with neural specific Caper target RNAs. Furthermore, we show that a subset of these Caper-interacting proteins and RNAs genetically interact with *caper* to regulate *Drosophila* gravitaxis behavior.

## Introduction

Alternative splicing is a fundamental gene regulatory mechanism in eukaryotic organisms that increases both transcriptomic and proteomic complexity. Alternative splicing is a highly regulated process that occurs in the majority of the genome. It is estimated that 92–97% of multi-exon encoding genes in humans undergo alternative splicing (Pan et al., 2008; Wang et al., 2008; Scotti and Swanson, 2016). Thus, not surprisingly, when alternative splicing is disrupted it can result in myriad genetic disorders, including blood disorders, neurodegenerative disease, and cancer (Busslinger et al., 1981; Fletcher et al., 2013; Liu and Zack, 2013; Scotti and Swanson, 2016). In fact, it is estimated that 15 to 50% of human genetic diseases are a result of mutations that cause aberrant splicing (Krawczak et al., 1992; Teraoka et al., 1999; Ars et al., 2000; Cáceres and Kornblihtt, 2002; Matlin et al., 2005).

Although aberrant splicing can be the result of a variety of mutations in both cis- and trans-acting elements, there is particular interest in the role that RNA-binding proteins (RBPs), specifically alternative splicing factors, play in the regulation of alternative splicing. Aberrant splicing, due to mutations in RBPs, has been associated with neurological disorders, including the neuromuscular degenerative disease amyotrophic lateral sclerosis (ALS) and autism spectrum disorder (Tazi et al., 2009; Irimia et al., 2014; Scotti and Swanson, 2016). For example, mutations in TDP43, a member of the hnRNP family of RBPs, is associated with nuclear TDP43 protein forming mislocalized TDP43 aggregates in the cytoplasm of individuals with ALS (Tazi et al., 2009). TDP43 has also been shown to repress cryptic splice sites that when aberrantly spliced result in nonsense-mediated decay (Beck et al., 2012; Ling et al., 2015). Furthermore, inclusion of such cryptic exons has been associated with autism spectrum disorder (ASD), underscoring the broad importance of splicing to healthy neuronal function (Irimia et al., 2014; Scotti and Swanson, 2016).

A significant portion of mRNAs that are alternatively spliced undergo developmental-and tissue-specific splicing events (Grosso et al., 2008; Wang et al., 2008; Taliaferro et al., 2011; Sebastian et al., 2013; Badr et al., 2016; Rodriguez et al., 2020). However, despite the tissue-specific splicing observed, very few RBPs and splicing factors are tissue specific, and by contrast are actually widely expressed (Mohr and Hartmann, 2014). The specificity of isoforms required for varying tissues and developmental stages suggests that alternative splicing must be highly regulated, yet little is known how ubiquitously expressed RBPs are able to regulate such distinct splicing events. Alternative splicing is regulated by a combination of interactions between the RNA targets and the RBPs that facilitate splicing (Zhang et al., 2005; Lovci et al., 2013). Furthermore, most of these interactions are relatively low affinity. These low affinity interactions allow for flexibility in sequence specificity, response to relatively small changes in concentration of interacting molecules, and quick exchange of regulatory factors to produce dynamic responses. To overcome the low affinity interactions, the interactions are strengthened by additional interaction between other proteins and ligands (Tazi et al., 2009). This suggests that RBPs and post-transcriptional regulators engage in a mixture of cooperative and competitive interactions to regulate splicing events. Varying concentrations and combinations of splicing regulatory proteins can result in different RNA-protein and protein–protein interactions that result in differential regulation of splicing (Fu and Ares, 2014; Bradley et al., 2015; Brooks et al., 2015). Furthermore, alternative splicing factors can interact with environment-dependent ligands or undergo phosphorylation to further increase specificity of regulation (Xie and Black, 2001; Zhou and Fu, 2013; Fu and Ares, 2014). Interestingly, many splicing regulators have been shown to either regulate their own transcripts or the transcripts of other known splicing regulator proteins (Sureau et al., 2001; Kumar and Lopez, 2005; Salz and Erickson, 2010; Fu and Ares, 2014; Brooks et al., 2015). These interactions make it paramount to identify RBP-interacting molecules to fully understand the tissue- and developmental-specific mechanics that may be employed.

Caper was recently identified as an RBP and alternative splicing factor that is conserved in its role in regulating dendritogenesis in both *Drosophila melanogaster* and *C. elegans* (Olesnicky et al., 2014, 2017). Disruption of *caper* results in aberrant morphology in class IV da sensory neurons, chordotonals, and adult mechanosensory organs in *Drosophila*. Additionally, *caper* hypomorphs show slow climbing speeds compared to control animals in a gravitaxis assay. This phenotype is more severe in males, suggesting Caper may regulate sex-specific splicing (Titus et al., 2021). Caper has also been shown to be localized to the nucleus further supporting its role as an alternative splicing factor (Olesnicky et al., 2017). Interestingly, Caper is also found in cytoplasmic puncta, suggesting that Caper may play RNA regulatory roles beyond splicing (Titus et al., 2021). Furthermore, results from RNA sequencing suggest that Caper may have a strong bias toward regulating 3′ exon usage. This is important as it has been demonstrated that differences in 3′ exon usage often impacts localization of the mRNA (Taliaferro et al., 2016; Olesnicky et al., 2017).

RBM39, the vertebrate ortholog to Caper, has also been identified as an alternative splicing factor that primarily regulates the inclusion or exclusion of cassette exons (Jung et al., 2002). RBM39 is localized to both the nucleus and cytoplasm, and co-localizes with the splicing factor SC35 (Jung et al., 2002; Huang et al., 2012). RBM39 exhibits similar domain architecture as U2AF65, an snRNP in the core splicing machinery, which directly interacts with U2AF. RBM39 has been demonstrated to have a role in several pathways including the transcriptional activation of AP1/Jun and estrogen receptors, and has been associated with colorectal cancers and Ewing sarcoma (Stepanyuk et al., 2016). Murine RBM39 also interacts with another RBP, ZPF106, which is associated with neuromuscular degeneration, suggesting that vertebrate RBM39 orthologs may also have roles in the nervous system. Furthermore, analysis of RNA-seq data shows that genes down-regulated in an RBM39 RNAi background are associated with neurodegenerative diseases (Jung et al., 2002; Anderson et al., 2016).

To better understand the role of *caper* in post-transcriptional regulation, we performed co-immunoprecipitation and RNA immunoprecipitation followed by RNA sequencing to identify putative interacting proteins and RNA targets of Caper in adult nervous tissue. As a comparison, co-immunoprecipitation was also performed in the adult thorax muscles to identify protein interactors that may impart tissue specificity of Caper function. Here we show that while there is overlap of several interacting proteins between both tissues, there is a significant number of unique protein interactions in neuronal tissue compared to muscles. Interestingly, identification of multiple ribosomal proteins, eukaryotic translation initiation factors, and poly-A binding protein (pAbp) in both neural and muscle-enriched tissues suggest that Caper may also have a role in translational regulation. This aligns with the recent discovery that Caper is expressed in the cytoplasm in *Drosophila* larval brains, and that murine RBM39 is found within the cytoplasm (Titus et al., 2021). Our results indicate that Caper regulates over 2000 putative RNA targets in neural tissue that function in neurodevelopment, immune response, and many other processes. However, the molecular function of many of the targets reveals that a vast majority are likely involved in transcriptional, post-transcriptional, and translational regulation. Finally, we performed a candidate-based modifier screen using an adult gravitaxis assay to verify a subset of these protein and RNA interactors.

## Materials and methods

### *Drosophila* strains

The following stocks were obtained from the Bloomington Stock Center: *caper^CC01391^* (Buszczak et al., 2007); *P{GAL4-Hsp70.PB}89–2-1*. *caper^CC01391^* is a hypomorphic allele that was previously characterized (Olesnicky et al., 2017) and animals homozygous for this allele will hereafter be referred to as *caper ^−/−^*. Since the *caper*^CC01391^ hypomorphic mutant allele was created in a *yw* background, *yw* served as the control (Buszczak et al., 2007; Olesnicky et al., 2017). Generation of *UAScaperFLAG* lines was previously described (Titus et al., 2021).

### Immunoprecipitation and immunoblotting

Immunoprecipitation and immunoblotting experiments were performed as previously described (Titus et al., 2021). Immunoprecipitation with FLAG antibody was performed using 50 ul Anti-FLAG® M2 Magnetic Beads (Sigma-Aldrich M8823) incubated with 1,000 ul of lysate for 4 h at 4 °C. Tissue collected from *yw* flies was used as a control for immunoprecipitation performed with FLAG antibody.

### RNA-sequencing protocol

For RIP-Seq, RNA was purified from immunoprecipitations and their respective inputs using TRIzol® Reagent (Invitrogen) extraction. Samples were DNAse I treated and then RNA was isolated using phenol:chloroform:isoamyl and ethanol/sodium acetate precipitation. Samples were sent to University of Colorado Anschutz Medical Campus Genomics Core Facility for library preparation and RNA sequencing.

RNA purity, quantity and integrity was determined with NanoDrop (ThermoFisher Scientific) and TapeStation 4200 (Agilent, CA, United States) analysis prior to RNAseq library preparation. The Tecan Universal Plus Total RNA-Seq with the *Drosophila* probes was used to generate RNA-Seq libraries. Paired-end sequencing reads of 150 nt was generated on NovaSeq 6000 (Illumina, Inc., CA, United States) sequencer at a target depth of 40 million paired-end reads per sample. Raw sequencing reads were de-multiplexed using bcl2fastq.

### RNA-sequencing analysis

Analysis for RNA-sequencing was performed on 20 million to 43 million 150 base-pair paired-end reads. Sequencing adapters were removed, and the reads were quality trimmed with fastp (v0.20.1) and quality was checked with fastqc (v0.11.8). Processed reads were mapped with STAR (v2.7.6a) against the *D. melanogaster* reference genome (Flybase version dmel_r6.36). We observed 53–57% uniquely mapped reads for input samples and 79–89% uniquely mapped reads for pulldown samples. Final read alignments were quality checked and further processed. We furthermore extracted coverage signals from read alignments for manual data inspection in the IGV genome browser. For differential expression analysis, we downloaded gene annotations from flybase and calculated strand-specific count tables with featureCounts (subread v2.0.1) with the following configuration:

featureCounts -T 8 -s 1 -p -Q 20 -t exon -g gene_id -F GTF -a ${gtf} -o feature_counts.tsv ${bams}.

Further data processing was conducted in RStudio (v1.2.5001) using DEseq2 (v1.22.2). From the resulting data, putative interactors were selected by filtering for adjusted *p*-value < 0.05 and log-fold change > 0 from the IP with Caper antibody compared to the input.

### RT-PCR

Three biological replicates of immunoprecipitation were performed using Anti-FLAG® M2 Magnetic Beads (Sigma-Aldrich M8823) on tissue extracted from adult *Drosophila* heads that expressed FLAG-tagged Caper driven by heat-shock. Lysis produced from the heads of *yw* flies were used as a control. RNA was purified from the immunoprecipitation samples and their respective inputs using TRIzol® Reagent (Invitrogen) extraction. Samples were DNAse I treated and then RNA was isolated using phenol:chloroform:isoamyl and ethanol/sodium acetate precipitation. cDNA libraries were created from isolated RNA using a High Capacity RNA-to-cDNA kit (ThermoFisher Scientific, 4,387,406) according to manufacturer protocol. PCR was performed on the cDNA products using One*Taq®* DNA polymerase (New England BioLabs, M0480L) according to manufacturer protocol. Primers were used to identify the presence of RNA for the following genes: *quaking related 58E-1* (*qkr58E-1*), *chickadee* (*chic*), *uncoordinated 115a* (*unc-115a*), *prospero* (*pros*), *longitudinals lacking* (*lola*), zn finger homeodomain 1 (*zfh1*), *acinus* (*acn*), *uncoordinated 115b* (*unc-115b*), *discs large 1* (dlg1), *turtle* (*tutl*), *bruchpilot* (*brp*), and *chronologically inappropriate morphogenesis* (*chinmo*) (Supplementary Table S1). Electrophoresis of PCR products was performed on a 1% agarose gel with ethidium bromide. The gels were imaged using the Azure Biosystems c400.

The RT-PCR products were quantified using FIJI gel analysis tool to measure the intensity of the bands. The intensity of the bands was normalized to their respective inputs and then a T-test was performed on the normalized intensities. *p*-values are listed in Supplementary Table S1.

### Sample preparation for mass spectrometry

Caper affinity purifications were denatured, reduced and alkylated using 5% (w/v) sodium dodecyl sulfate (SDS), 10 mM tris(2-carboxyethylphosphine) (TCEP), 40 mM 2-chloroacetamide, 50 mM Tris–HCl, pH 8.5 with boiling 10 min, then incubated shaking at 1000 rpm at 37°C for 30 min. Proteins were digested using the SP3 method (Hughes et al., 2014). Briefly, 200 μg carboxylate-functionalized speedbeads (Cytiva Life Sciences) were added followed by the addition of acetonitrile to 80% (v/v) inducing binding to the beads. The beads were washed twice with 80% (v/v) ethanol and twice with 100% acetonitrile. Proteins were digested in 50 mM Tris–HCl, pH 8.5, with 0.5 μg Lys-C/Trypsin (Promega) and incubated at 37°C overnight. Tryptic peptides were desalted with the addition of 95% (v/v) acetonitrile binding the peptides back to the beads and washed once with 100% acetonitrile. Peptides were collected from the beads with two elutions of 1% (v/v) trifluoroacetic acid, 3% (v/v) acetonitrile. Cleaned-up peptide were then dried in a speedvac vacuum centrifuge and stored at −20°C until analysis.

### Mass spectrometry analysis

Tryptic peptides were suspended in 3% (v/v) can, 0.1% (v/v) trifluoroacetic acid (TFA) and directly injected onto a reversed-phase C18 1.7 μm, 130 Å, 75 mm X 250 mm M-class column (Waters), using an Ultimate 3000 nanoUPLC (Thermos Scientific). Peptides were eluted at 300 nL/min with a gradient from 2 to 20% ACN in 40 min then to 40% ACN in 5 min and detected using a Q-Exactive HF-X mass spectrometer (Thermo Scientific). Precursor mass spectra (MS1) were acquired at a resolution of 120,000 from 350 to 1,550 m/z with an automatic gain control (AGC) target of 3E6 and a maximum injection time of 50 milliseconds. Precursor peptide ion isolation width for MS2 fragment scans was 1.4 m/z, and the top 12 most intense ions were sequenced. All MS2 spectra were acquired at a resolution of 15,000 with higher energy collision dissociation (HCD) at 27% normalized collision energy. An AGC target of 1E5 and 100 milliseconds maximum injection time was used. Dynamic exclusion was set for 5 s with a mass tolerance of ±10 ppm. Rawfiles were searched against the Uniprot Human database UP000005640 downloaded 11/2/2020 using MaxQuant v.1.6.14.0. Cysteine carbamidomethylation was considered a fixed modification, while methionine oxidation and protein N-terminal acetylation were searched as variable modifications. All peptide and protein identifications were thresholded at a 1% false discovery rate (FDR). Statistical analysis was performed on log2 transformed iBAQ and LFQ intensities using^1^ the R package ‘limma’, which normalizes and performs a Bayesian linear model statistical analysis and Benjamini-Hochberg false discovery rate adjustment (Ritchie et al., 2015). From the resulting data, putative interactors were selected by filtering for adjusted *p*-value < 0.05 and log-fold change > 0 from the IP with Caper antibody compared to the control IP with Rabbit Serum.

### Gene ontology

GO term enrichment analysis and pathway annotation network analysis was performed using the ClueGO plugin for Cytoscape (Bindea et al., 2009). Genes were clustered using GO terms for biological process and molecular function at GO tree levels from 4 to 10. Enrichment was tested using a right-sided hypergeometric test, and *p* values were adjusted to control the false-discovery rate (FDR) using the Benjamini-Hochberg procedure (cutoff significance was 0.05).

### Negative gravitaxis behavioral assay

A candidate screen, using a subset of the identified Caper interacting proteins and RNAs was carried out to identify modifiers of *caper* adult negative geotactic behavior. Fifty-one genes encoding protein interactors and RNA targets of Caper were tested with the gravitaxis assay (Supplementary Table S2). Mutant lines for these potential modifiers were crossed to *caper ^−/−^* flies to generate transheterozygotes, and gravitaxis analysis was performed using transheterozygous animals. Mutant lines for *caper* and for each individual candidate gene were outcrossed to *yw* to serve as controls, and the climbing speeds of transheterozygous animals were compared to both *caper ^+/−^* and “candidate gene” ^+/−^ controls. Importantly, we chose to screen transheterozygotes since lowering the dosage of candidate genes in a *caper ^−/−^* background generally results in lethality. The gravitaxis assay was performed on 10-day old flies grouped in 8–10 flies per trial. Flies were kept at RT. Males and females were separated for the assay as previous data has shown that *caper* dysfunction exhibit a sex-bias in gravitaxis phenotypes (Olesnicky et al., 2017). For each trial, flies were transferred to a graduated cylinder without carbon dioxide anesthesia. After 30 sec of acclimation, the flies were tapped three times to the bottom. The time it took for 50% of the flies to climb between two points of the cylinder was recorded. At least 10 trials were conducted per genotype per sex. Vials were monitored for a maximum of 90 s. If half the flies had not climbed between the two points by this time, the climbing time was recorded as “90 s” and treated as right censored data in the statistical analysis. Since data were censored, climbing speeds were analyzed using a parametric survival model from the R package, ‘survival’ (Terry, 2023). To choose the best model, we used Akaike information criterion (AIC) to compare models assuming the following distributions: Weibull, gaussian, exponential, log-normal, logistic, and log-logistic. Log-logistic models consistently had the lowest AIC values and were thus used for analyzes. The full factorial model included genotype, sex, and a genotype by sex interaction. Sex was excluded from the model in a few cases because only one sex was viable. Anova tables (type II sum of squares) were obtained using the R package ‘car’ (Fox and Weisberg, 2019). If a significant interaction or genotype effect was observed, *post hoc* tests were performed with the ‘emmeans’ package using Tukey’s correction for multiple testing (Lenth et al., 2021). Candidate genes were classified as modifiers when transheterozygotes differed in climbing speed from both controls.

## Results

### Identification of Caper interacting proteins and RNA targets in *Drosophila* heads

To identify Caper protein interactors and RNA targets, Caper was immunoprecipitated from adult *Drosophila* heads, to enrich for neural tissue, and samples were analyzed using RNA sequencing and mass spectrometry. To this end, FLAG-tagged Caper was overexpressed in flies utilizing the *Gal4-UAS* system driven by a heat shock promoter. Immunoprecipitation was performed with two different antibodies, a polyclonal antibody specific to Caper (Titus et al., 2021) and a commercially available monoclonal antibody specific to the FLAG tag. We chose to use two different antibodies to provide an independent verification of Caper interacting proteins and target RNAs. Both antibodies were tested for efficacy and specificity by performing Western blotting analysis using lysates derived from adult *Drosophila* heads from the *yw* control line and the *UAScaperFLAG* overexpression line. The FLAG antibody detected a band of approximately 80 kDa in lysates derived from the *UAScaperFLAG* overexpression line that was not observed in lysates derived from *yw* control heads, as previously described (Titus et al., 2021; Figure 1A). Additionally, the Caper-specific polyclonal antibody detected a band at the same position in lysates derived from both *yw* and *UAScaperFLAG* overexpression lines, but at higher levels in heads overexpressing *caper* (Figure 1A). Immunoblotting of immunoprecipitated samples for both beads conjugated with anti-FLAG antibodies and beads conjugated with anti-Caper antibodies successfully detected Caper in both lysates, whereas Caper was not detected in the respective control immunoprecipitations conjugated only with Rabbit serum (Figure 1B). We note that Caper is not detected in the input lanes of the resulting Western blots because the high concentration of Caper in the immunoprecipitation samples (IPs) overshadows the input samples.

**Figure 1:**
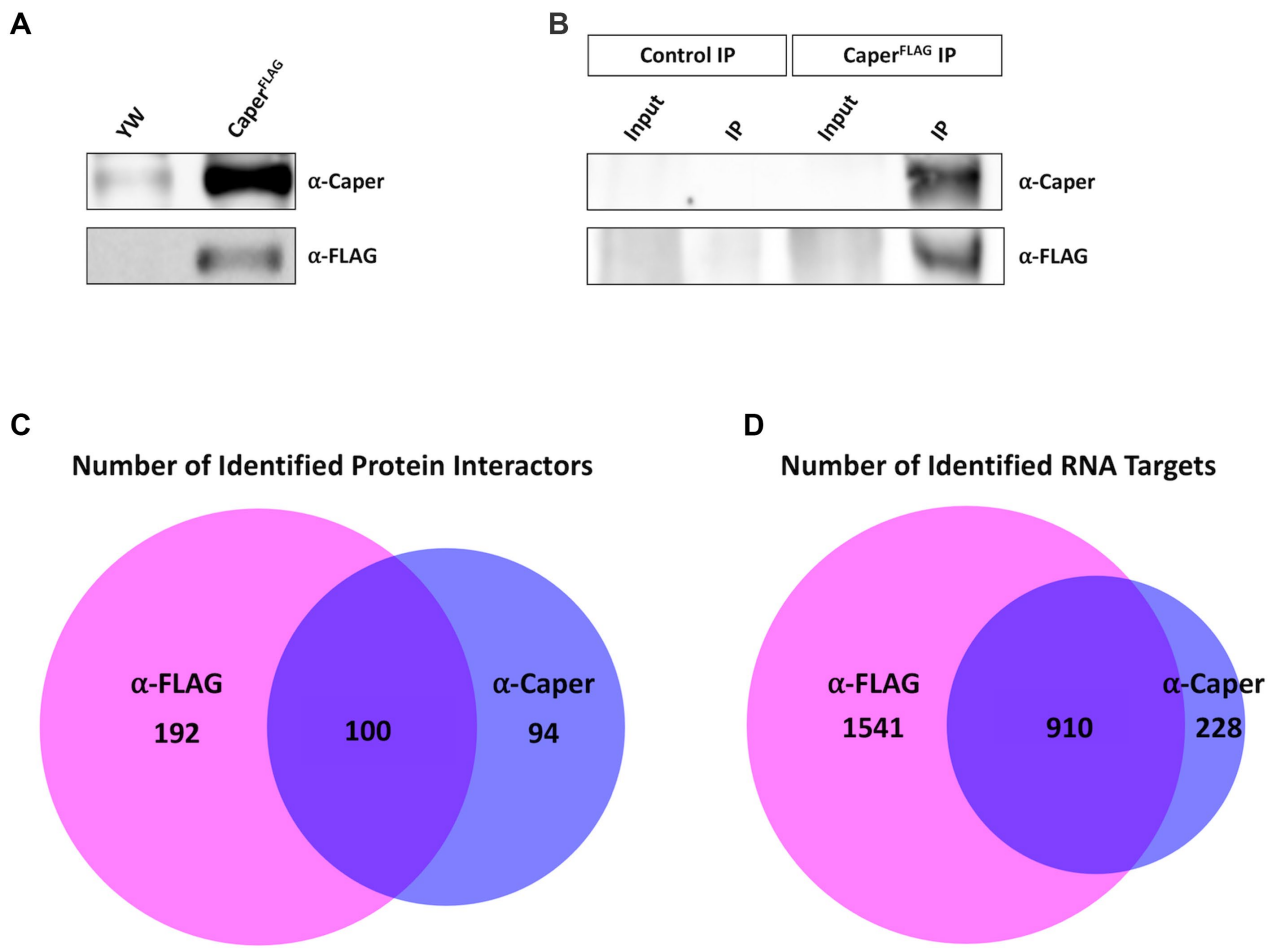
Immunoprecipitation of Caper utilized to identify interacting proteins and RNA targets. **(A)** Immunoblotting experiment demonstrates that Caper can be detected in *yw* and *caper^FLAG^* overexpression lines using an antibody specific to Caper. FLAG-tagged Caper is also detected in the *caper^FLAG^* overexpression lines. **(B)** Immunoblotting of immunoprecipitation experiments demonstrates Caper was successfully pulled down using both a Caper antibody and a FLAG antibody in *caper^FLAG^* overexpression lines. **(C)** Caper interacting proteins from the immunoprecipitation were identified using LC–MS. 292 proteins were identified with the FLAG antibody, 194 proteins were identified with the Caper antibody, and 100 proteins overlapped from both immunoprecipitations. **(D)** RNA targets of Caper were identified using RNA immunoprecipitation sequencing (RIPSeq). 2,451 RNA targets were identified with the FLAG antibody, 1,138 RNA targets were identified with Caper antibody, and 910 RNA targets overlapped from both immunoprecipitations.

Protein interactors were identified through liquid chromatography-mass spectrometry (LC–MS) of the IPs and RNA targets were identified through RNA sequencing of RNA isolated from the IPs. 

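RNA was sequenced from adult heads in which FLAG-tagged Caper had been overexpressed by a heat shock of 2 h at 37°C, with recovery at 30°C. The 12 libraries comprise 3 IPs with the polyclonal Caper antibody (replicates 1 to 3), 3 IPs with the FLAG antibody (replicates 4 to 6) and the input of each IP, which is its lysate before immunoprecipitation. The deposited libraries include no mock IP, so enrichment was measured against the inputs. For each library the authors deposited the number of read pairs counted on each of 17612 genes of the FlyBase annotation dmel_r6.36, without normalization. They had trimmed the reads with fastp, mapped them with STAR and counted them strand-specifically with featureCounts at a mapping quality of at least 20. Between 9615414 and 34264177 read pairs per library were counted on genes, where the paper reports 20 to 43 M paired-end reads per library. The median count per library was 10867532 in the inputs of the Caper IP, 10513792 in the inputs of the FLAG IP, 24366807 in the Caper IP and 22080071 in the FLAG IP. The share of alignments assigned to genes was 22.7 to 26.2% in the inputs of the Caper IP and 23.6 to 25.2% in those of the FLAG IP, against 69.3 to 72.4% in the Caper IP and 53.7 to 60.1% in the FLAG IP. The values given at each conclusion come from edgeR's quasi-likelihood test of the 3 IPs of an antibody against their 3 inputs after TMM normalization. The test covered the 10778 genes of the Caper IP libraries and the 10476 genes of the FLAG IP libraries that passed edgeR's default filter on low counts. Following the paper's definition, a gene was called an RNA target when its Benjamini-Hochberg adjusted p-value was below 0.05 and its log2 fold change of IP over input was above 0. The biological coefficient of variation between replicates was 0.247 in the Caper IP libraries and 0.176 in the FLAG IP libraries, and the median standard error of a log2 fold change was 0.17 and 0.16. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, so the calls rest on edgeR's variance estimates across genes.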

In combination, 386 proteins were identified as potential interactors of Caper between the FLAG IP and Caper IP, with 192 proteins unique to the FLAG IP, 94 proteins unique to the Caper IP, and 100 proteins overlapping in both IPs (Figure 1C; Supplementary Table S3). Furthermore, a total of 2,679 RNA targets were identified through RNA-sequencing with 1,541 targets unique to the FLAG IP, 228 targets unique to the Caper IP, and 910 RNA targets overlapping in both IPs (Figure 1D; Supplementary Table S4). 

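The Caper IP gave 682 RNA targets and 812 genes that were lower than in the input. The FLAG IP gave 2045 RNA targets and 2184 lower genes. RNA targets in both IPs numbered 547, with a further 135 in the Caper IP alone and 1498 in the FLAG IP alone, 2180 in all. In these fits, which do not pair an IP with its input, the Caper IP count depended most on single libraries. Without Caper input 2 it was 5 genes (*CG11504*, *CG15435*, *CG15535*, *CG45076* and *eIF3g1*, listed after their values were seen), and without Caper IP 1 it was 1159. With the number shared by an IP and its input as a block, 1708 genes were RNA targets in the Caper IP, 3104 in the FLAG IP, 1363 in both and 3449 in either. RNA targets in the Caper IP alone then numbered 345, and 1599 genes were lower in the Caper IP than in its input. Leaving out an IP together with its input was chosen after the data were seen. With the block, it gave Caper IP counts of 848 (without replicate 2), 487 (without replicate 3) and 1494 (without replicate 1). Among genes called in both IPs that rose in all 6 pairs of IP and input, *CG32829*, *Muc96D*, *cactin*, *Xrp1* and *Sas10* had the highest mean log2 fold changes. *Muc96D* (FBgn0051439, chromosome 3R from 25397788 to 25400645) rose from 9.77 ± 0.103 to 31.5 ± 11.1 CPM (SD, n = 3) in the Caper IP, a log2 fold change of 1.70 (standard error 0.25, adjusted p = 0.0115 from edgeR). In the FLAG IP its log2 fold change was 2.25 (standard error 0.33, adjusted p = 0.00187). *Sas10* (FBgn0029755, chromosome X from 5317409 to 5319071) had log2 fold changes of 1.33 (standard error 0.29, adjusted p = 0.0328) in the Caper IP and 1.95 (standard error 0.23, adjusted p = 0.000834) in the FLAG IP. *Xrp1* (FBgn0261113) rose by 1.28 and 2.19 on the log2 scale, *cactin* (FBgn0031114) by 1.40 and 2.12, and *CG32829* (FBgn0052829), with only 4 to 146 counts per library, by 1.70 and 2.54. *CG32829* and *Xrp1* lay near the threshold in the Caper IP, with adjusted p-values of 0.0579 without the count filter and of 0.0505 with RLE normalization. All 5 genes kept their FLAG IP call in each of the 6 fits that left out one library. Leaving out Caper input 2 raised their adjusted p-values in the Caper IP to between 0.0802 (*Muc96D*) and 0.194 (*CG32829*). The largest decreases were those of *7SLRNA:CR32864*, *7SLRNA:CR42652*, *snoRNA:CG32479-a*, *snoRNA:CG32479-b* and *snoRNA:185*. *7SLRNA:CR32864* (FBgn0000003) had log2 fold changes of -7.68 and -7.91, uncertain because the pair of near-identical 7SL genes on chromosome 3R may share reads. For *snoRNA:185* (FBgn0065076) they were -4.85 and -5.13.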

Twelve putative RNA targets were independently verified from the FLAG IP sequencing results using RT-PCR. To this end, RNA was isolated from three separate biological replicates of anti-FLAG immunoprecipitates derived from adult brain tissue of the *UAScaperFLAG* overexpression line, as well as their respective inputs. 

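All 12 genes tested by RT-PCR had a log2 fold change above 0 in the sequencing of the FLAG IP. Of these, 8 were called RNA targets over all genes tested and 10 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. *Acn* (FBgn0263198, chromosome 2L from 19045355 to 19048817) rose from 132 ± 2.03 to 419 ± 100 CPM (SD, n = 3), a log2 fold change of 1.67 (standard error 0.17, adjusted p = 0.000452 from edgeR). *qkr58E-1* (FBgn0022986, chromosome 2R from 22412556 to 22415518) rose from 37.2 ± 2.40 to 104 ± 13.4 CPM, a log2 fold change of 1.49 (standard error 0.11, adjusted p = 0.00019). *brp* (FBgn0259246, chromosome 2R from 9503765 to 9541565) had a log2 fold change of 1.00 (standard error 0.12, adjusted p = 0.00106). These 3 genes kept their call in each of the 6 fits that left out one library. *zfh1* (FBgn0004606) had a log2 fold change of 0.79 (adjusted p = 0.0137) and *pros* (FBgn0004595) one of 0.53 (adjusted p = 0.0119), which became 0.0594 and 0.0614 without FLAG input 6. *lola* (FBgn0283521), *dlg1* (FBgn0001624) and *unc-115a* (FBgn0051352) rose by 0.35, 0.36 and 0.27, with adjusted p-values of 0.0245, 0.0272 and 0.027. Without FLAG input 6 these were 0.116, 0.110 and 0.111. With gene-length correction *dlg1* (adjusted p = 0.06, and 0.0207 with the replicate block as well) and *unc-115a* (adjusted p = 0.323, and 0.249) were no longer called. The remaining 4 genes were not called. *tutl* (FBgn0010473) rose by 0.33 (adjusted p = 0.0836, and 0.00222 with the replicate block), and *chinmo* (FBgn0086758) by 0.21 (0.101, and 0.0265 with the block). *unc-115b* (FBgn0260463) rose by 1.32 (standard error 0.45, adjusted p = 0.0525, and 0.0347 with the block) on 2 to 19 counts per library. It lies beside *unc-115a* on chromosome 3R, from 9687060 to 9692775. *chic* (FBgn0000308) had a log2 fold change of 0.10 (standard error 0.10, adjusted p = 0.486), above 0 in 2 of the 3 pairs, and of -0.01 with gene-length correction. Of the 12 genes, 11 had enough counts to be tested in the Caper IP. None of them was called higher over all genes tested (5 had an unadjusted p-value below 0.05, and 6 were called with the replicate block), and *chinmo* was lower, with a log2 fold change of -0.37 (adjusted p = 0.0389, 0.143 without Caper input 1, 0.216 with gene-length correction and 0.114 with that correction and the block).

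**Figure D1:**
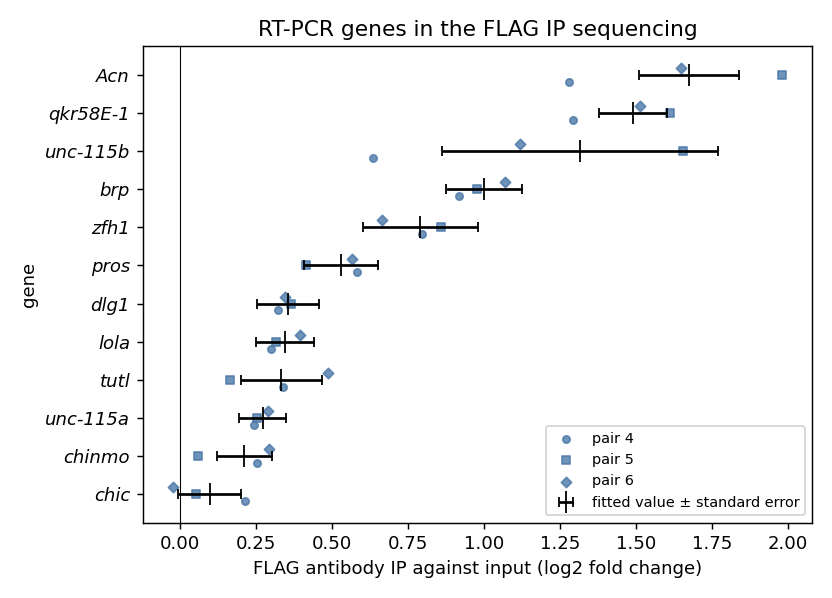
Log2 fold change of IP over input in the FLAG IP for the 12 genes tested by RT-PCR. Symbols show the 3 pairs of IP and input with the same replicate number, and black bars the fitted value with its standard error. The fitted values run from 0.10 for *chic* to 1.67 for *Acn*.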

As a control for nonspecific binding, in three separate biological replicates brain lysates derived from *yw* control flies were incubated with anti-FLAG beads. The following 12 targets are enriched in the FLAG IPs compared to their mock IP controls: *qkr58E-1*, *chic*, *unc-115a*, *pros*, *lola, zfh1*, *acn*, *unc-115b*, dlg1, *tutl*, *brp*, and *chinmo* (Supplementary Figure S1).This further supports the validity of the RIPseq data set. 

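Across the genes tested, the median absolute log2 fold change was 0.41 in the FLAG IP and 0.28 in the Caper IP. Whether a gene's enrichment differed between the antibodies was tested on all 12 libraries together, as the difference between its log2 fold changes in the FLAG IP and the Caper IP. Of 11012 genes tested, 106 differed at an adjusted p-value below 0.05 (edgeR), 90 with a higher value and 16 with a lower value in the FLAG IP. The count was 1328 with the replicate block (729 higher and 599 lower), 518 without Caper IP 1 (295 higher and 223 lower), and 1 gene (FBgn0267508, named after its value was seen) without FLAG input 4. Of the 1498 genes called in the FLAG IP alone, 65 were among the 106. Among the genes tested by RT-PCR, *brp* differed, with a log2 fold change that was 0.86 higher in the FLAG IP (standard error 0.15, adjusted p = 0.0286). With the replicate block *Acn*, *chinmo*, *dlg1*, *pros*, *qkr58E-1*, *tutl* and *zfh1* were also higher in the FLAG IP than in the Caper IP. The inputs of the FLAG IP and of the Caper IP differed in 0 of 9944 genes, and 176 genes had an unadjusted p-value below 0.05.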

The increased pull down of protein interactors and RNA targets in the FLAG IPs is likely due to a higher efficacy when utilizing commercial beads directly conjugated with FLAG antibody compared to beads incubated with the polyclonal anti-Caper antibody. However, the high degree of overlap between the two IPs in protein interactors and RNA targets suggests that these represent *bona fide* Caper target RNAs and protein interactors. 

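Of the 10354 genes tested with both antibodies, 134 would be RNA targets in both IPs if the calls were independent, against the 547 counted (odds ratio 22.4, one-sided Fisher's exact test across genes, p = 2.1e-280). The RNA targets in both IPs made up 80.2% of those in the Caper IP and 26.7% of those in the FLAG IP (79.8% and 43.9% with the replicate block). Across genes, which are not independent replicates, the log2 fold changes of the IPs had a Spearman correlation of 0.758 and a Pearson correlation of 0.809. Of the 135 genes called in the Caper IP alone, 115 (85.2%) had a log2 fold change above 0 in the FLAG IP, as did 49.7% of all genes. Of the 1483 genes called in the FLAG IP alone that were tested with both antibodies, 1350 (91.0%) were above 0 in the Caper IP, as were 54.3% of all genes. With the replicate block these shares were lower, at 68.4% of 345 genes and 81.0% of 1709 genes, against 49.7% and 53.5% of all genes. Genes lower than input in both IPs numbered 675 (1362 with the replicate block), and *CG13631*, *CG16779* and *Rgk2* were called in opposite directions, as were 44 genes with the block. From the high degree of overlap between the IPs, the paper proposes that these RNAs are *bona fide* targets of Caper. A shift against input that is common to both IPs would also make the calls overlap, whatever its source. Without a mock IP among the libraries, the overlap test cannot separate such a shift from binding by Caper. For RNA, the paper set mock IPs beside the FLAG IP only for the genes tested by RT-PCR.

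**Figure D2:**
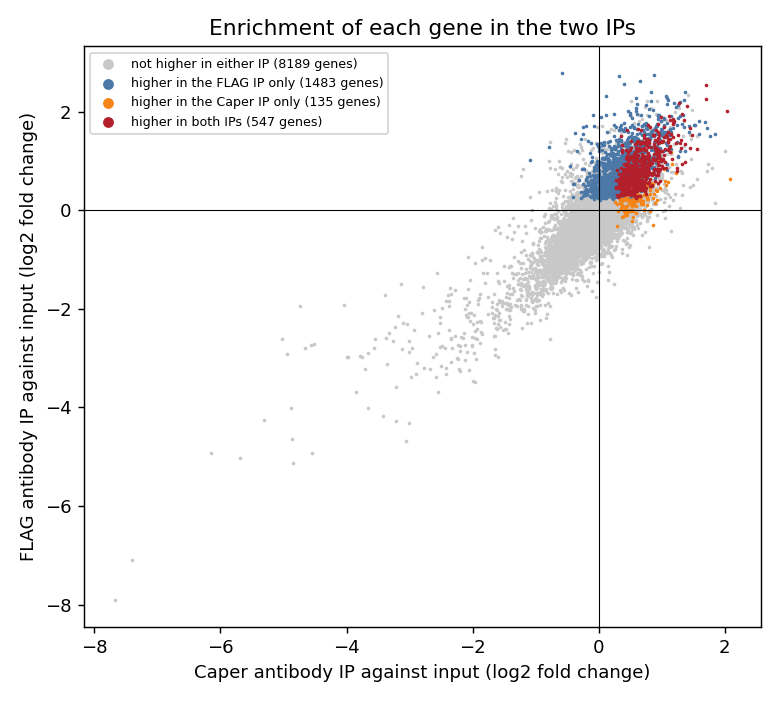
Log2 fold change of IP over input for each gene tested with both antibodies, in the Caper IP on the horizontal axis and in the FLAG IP on the vertical axis. Colours mark the genes called RNA targets in both IPs (547), in one IP or in neither.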

We do note that one caveat to our approach of overexpressing Caper is that we are unable to differentiate between endogenous Caper interactors and those resulting from overexpression of Caper. However, due to the fact that a high number of interacting proteins are conserved interactors of human RBM39 suggests that our approach still identifies relevant interactors (see below).

### GO term analysis on interacting proteins of caper

GO Term analysis of biological processes was performed on the 100 overlapping proteins from the FLAG and Caper IPs utilizing the GO term analysis tool, ClueGO (Bindea et al., 2009). The GO Term analysis resulted in the enrichment of 34 GO Terms (Figure 2A; Supplementary Table S5). Interestingly, among the most highly enriched GO Terms are ribosomal assembly and cytoplasmic translation (Figure 2A). Specifically, several cytoplasmic ribosomal subunits, eukaryotic translation initiation factor, and poly-A binding protein coimmunoprecipitated with Caper. This data suggests that Caper may play a novel role in translational regulation, which is corroborated by the fact that Caper is detected in the cytoplasm of *Drosophila* larval neurons and interacts with the translational regulator Fragile X Messenger Ribonucleoprotein (FMRP) (Titus et al., 2021).

**Figure 2:**
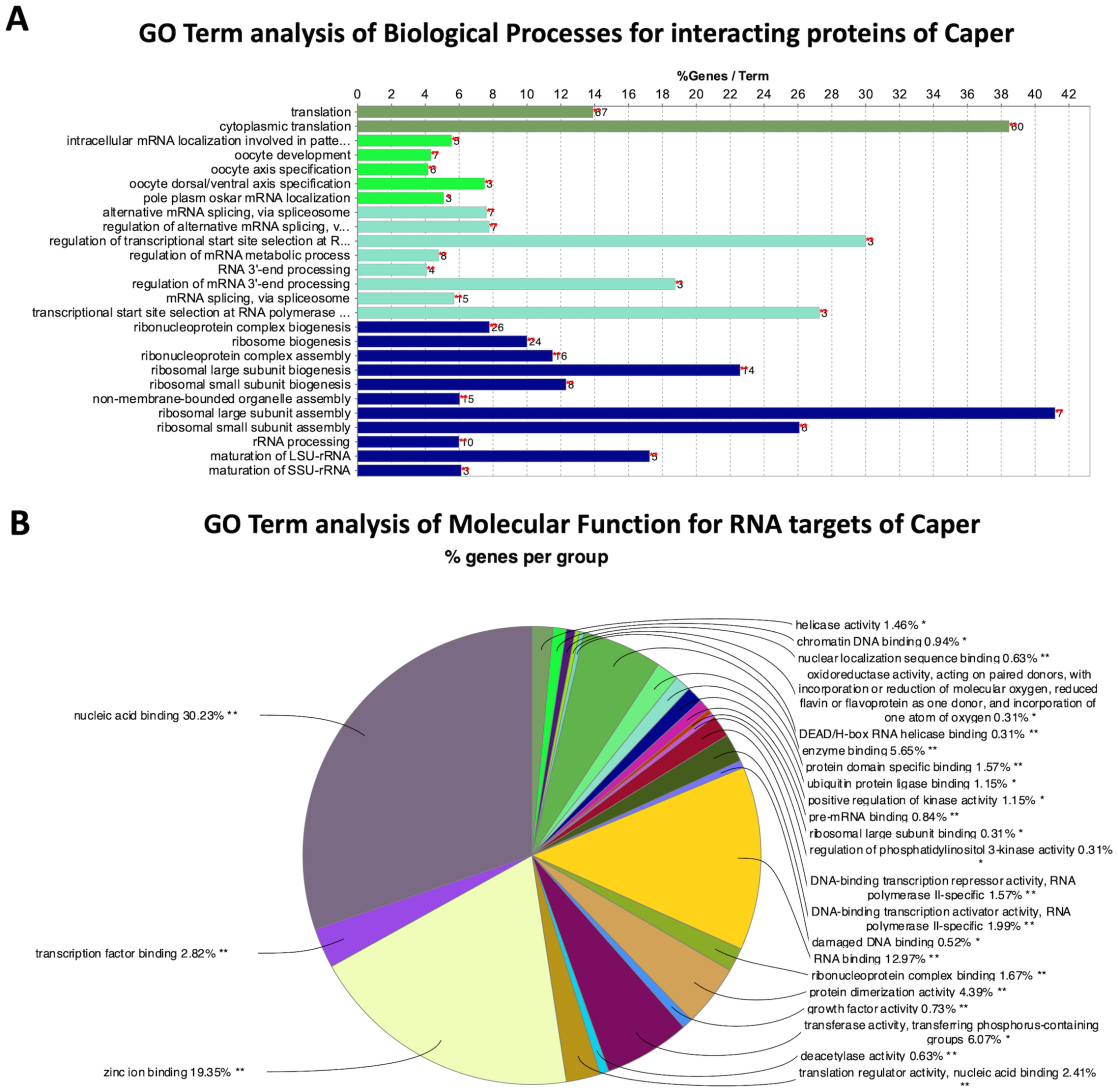
GO Term analysis reveals genetic pathways for Caper interactors and RNA targets. **(A)** Bar chart representing the GO terms of biological processes enriched by protein interactors of Caper by the percent of genes found for each term. The number to the right of each bar represents the number of genes found for that term. **(B)** Pie chart representing the group of GO terms of molecular functions enriched by the RNA targets of Caper. Each pie segment is a representation of the percent of genes found for each group.

Additionally, Caper interacting proteins were enriched for the GO term “regulation of alternative mRNA splicing” (Figure 2A), which aligns with studies that have previously identified a role for *Drosophila* Caper and its human and mouse ortholog RBM39 in alternative splicing (Park et al., 2004; Dowhan et al., 2005; Huang et al., 2012; Ashton-Beaucage et al., 2014; Brooks et al., 2015; Mai et al., 2016; Stepanyuk et al., 2016; Stegeman et al., 2018). Specifically, several interactors of Caper that have been implicated in mRNA splicing include B52 (Liu and Bossing, 2016; Zhang et al., 2018; Srivastava et al., 2021), Acinus (Acn) (Rodor et al., 2016), and Splicing regulatory protein 54 (Srp54) (Garcia-Garcia et al., 2017). Finally, Caper also coimmunoprecipitated with U2 small nuclear riboprotein auxiliary factor 50 (U2af50), one of the subunits of U2 auxiliary factor (U2af), which is critical for the recruitment of the U2 small nuclear ribonucleoprotein (snRNP) to the 3′ splice site to initiate spliceosomal assembly (Zamore and Green, 1989). This data verifies and supports the role of *caper* in alternative splicing and provides validation for the efficacy of the IPs.

Interestingly, Caper interacting proteins were also enriched for the GO Term “oocyte development.” This is not necessarily surprising as there is a significant overlap of genes, particularly RBP-encoding genes, that are expressed and function in the germline and within neurons (Olesnicky et al., 2014). Among the interacting proteins enriched for the oocyte development GO Term are Syncrip (Syp), and the subunits for casein kinase II (CKII): casein kinase IIα (CkIIα), and casein kinase IIβ (CkIIβ). *syncrip* is important for synaptic plasticity of neuromuscular junctions in *Drosophila* larvae and in the determination of neuroblast fate (Halstead et al., 2014; McDermott et al., 2014; Yang et al., 2017; Rossi and Desplan, 2020). *syncrip* is also critical for axis specification during germline development (McDermott et al., 2012). Furthermore, *CKII* is important for ribosome biogenesis, cell growth in neuroblasts (Hovhanyan et al., 2014) and for lipid metabolism during oogenesis (McMillan et al., 2018). Thus, Caper interacts with proteins that play a role in both neurodevelopment and oogenesis and points to a possible role for *caper* within the germline.

### Caper targets its own RNA

We find that Caper binds to its own mRNA. It is not unusual for RBPs and alternative splicing factors to engage in auto-regulation of their own mRNAs (Dredge et al., 2005; Buratti and Baralle, 2012; Humphrey et al., 2019; Müller-Mcnicoll et al., 2019). It should be noted that *caper* has seven different spliceforms, five of which contain poison exons, exons that contain premature termination codons (PTCs) that either result in nonsense mediated decay or the translation of a truncated protein. Furthermore, manual investigation of sequencing read counts reveals that PTC-containing exons of *caper* mRNA have higher reads in the immunoprecipitation samples than input samples, suggesting Caper might specifically regulate its own mRNA by regulating poison exon inclusion. Therefore, we suggest three different models by which Caper regulates its own mRNA. 

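*Caper* (FBgn0031883) lies on chromosome 2L of dmel_r6.36 from 7032721 to 7037878 on the forward strand. Its RNA rose from 1039 ± 190 CPM in the inputs to 1971 ± 562 in the Caper IP (SD, n = 3), a log2 fold change of 0.94 (standard error 0.24, adjusted p = 0.0475 from edgeR). With the FLAG antibody it rose from 1093 ± 362 to 2061 ± 568 CPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.29, adjusted p = 0.0377). All 6 pairs of IP and input showed an increase, from 0.60 to 1.14 on the log2 scale. Without a replicate block, leaving out one library at a time put the adjusted p-value between 0.0214 (without Caper IP 1) and 0.154 (without Caper input 1) in the Caper IP and between 0.0268 (without FLAG IP 6) and 0.107 (without FLAG input 6) in the FLAG IP. With gene-length correction it was 0.0719 in the Caper IP and 0.0626 in the FLAG IP, and with protein-coding genes only it was 0.0526 in the Caper IP. The replicate block lowered it to 0.00331 in the Caper IP and 3.14e-07 in the FLAG IP, and with gene-length correction as well it was 0.0031 and 4.08e-07. The heads carried the UAScaperFLAG transgene, whose coding sequence is that of the gene, so the counts can come from RNA of the gene and of the transgene, and counts per exon were not used here.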

The first is that Caper regulates the splicing of its RNA to select for the PTC-containing exons as a negative feedback loop (Figure 3). Second, based on the potential role that Caper plays in translational regulation, Caper may act as a translational regulator of its own RNA (Figure 3). Finally, *caper* has two spliceforms that create identical full-length polypeptides with differing 3’UTRs. Thus, Caper may alter the splicing of the 3’UTR region to regulate subcellular localization, specifically regulating the localization of *caper* transcripts to the soma or neurites in neurons (Figure 3). This is supported by the fact that 3’UTR length has been determined as a deciding factor in the localization of transcripts to neurites in cell culture (Taliaferro et al., 2016). It is important to note that none of these hypotheses are mutually exclusive. Indeed, RBPs are well known to play myriad roles in RNA regulation.

**Figure 3:**
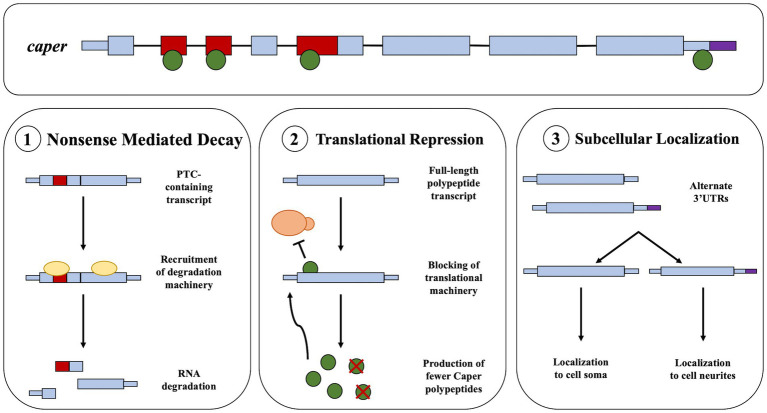
Potential models for the autoregulation of Caper. This figure presents a pre-mRNA model of *caper* including exons and introns. The green circles represent the Caper protein. **(1)** The first model suggests that the binding of Caper to its own mRNA could result in the increased inclusion of a PTC that results a negative feedback loop through the process of nonsense mediated decay. **(2)** The second model suggests that Caper may bind its own mRNA resulting in a negative feedback loop through translational repression. **(3)** The third model suggests that Caper binds to its own mRNA to result in the selection of an alternative 3’UTR which could impact the subcellular localization of *caper* mRNA.

### Caper RNA targets include those encoding several of its protein interactors

When the complete set of 386 interacting proteins pulled down in either the anti-Caper or anti-Flag IPs is compared to the complete set of targets pull-downed in either RNA immunoprecipitation experiment, 103 of the proteins that Caper interacts with were also identified as RNA targets of Caper (Supplementary Table S6). 

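The copy of Supplementary Table S3 read here lists 385 proteins for either IP, of which 378 are encoded by a gene that was tested. Of these genes, 93 (24.6%) were RNA targets in either IP, 44 of them in the Caper IP (98 with the replicate block), 79 in the FLAG IP and 30 in both (64 with the block). Among all 10900 genes tested in either IP, 20.0% were RNA targets (odds ratio 1.32, one-sided Fisher's exact test, p = 0.015). In 10000 random lists of 378 genes matched to the interactors on expression, the median number of RNA targets was also 93, and 95% of the lists held 78 to 108. With the replicate block, 145 interactors were encoded by RNA targets, against a median of 141 (123 to 158) in matched lists. With DESeq2 and a replicate block, chosen after the data were seen, it was 141 against 125 (109 to 142). In that fit 404 of the 10000 lists held as many or more.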

Previous research has already highlighted that RBPs, and specifically splicing factors regularly engage in cross-regulation, where two interactors will regulate the RNA processing of one another (Fu and Ares, 2014; Brooks et al., 2015).

GO Term analysis of interacting proteins whose RNAs are also regulated by Caper includes many terms associated with alternative splicing and translation regulation. Other GO terms include the terms for mitotic cell cycle and pole cell formation (Figure 4A; Supplementary Table S6). However, closer inspection of the genes clustered in the latter two GO term categories indicate that these RNAs encode RBPs, suggesting that the effects are likely due to downstream interactions of targeted RNAs. Overall, these data suggest that *caper* likely engages in cross-regulatory mechanisms to regulate the mRNAs of many of its protein interactors.

**Figure 4:**
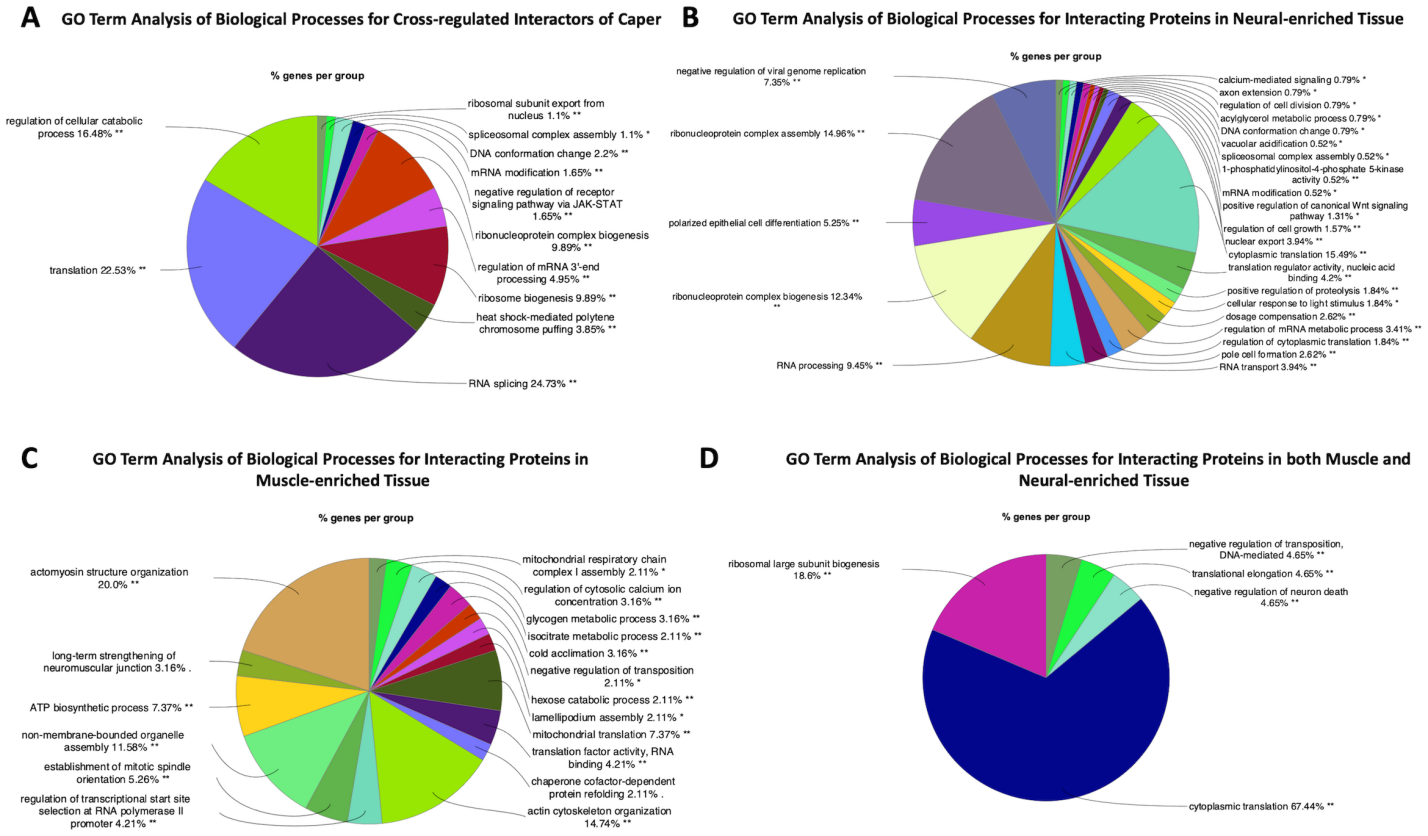
GO Term analysis reveals differences and similarities between Caper interactors in neural tissue compared to muscle tissue. This figure presents GO Term analysis for **(A)** interacting proteins that are also RNA targets of Caper, **(B)** GO Term analysis for interacting proteins that were pulled down exclusively in neural-enriched tissue, **(C)** GO Term analysis for interacting proteins that were pulled down exclusively in muscle-enriched tissue, and **(D)** GO Term analysis for interacting proteins that were pulled down in both neural and muscle-enriched tissue. Each pie segment is a representation of the percent of genes found for each group.

### Comparison of protein interactors of Caper in nervous and muscle tissue

We performed separate immunoprecipitation experiments using the Caper antibody on dissected adult thorax muscle. Unfortunately, technical issues precluded our ability to also perform immunoprecipitations for RNA and protein interactors with the FLAG antibody in muscle tissue, or for RNA immunoprecipitation with the Caper antibody. Nonetheless, we identified Caper interacting proteins in muscle-enriched tissue and compared this to the protein interactors identified from neural-enriched tissue from *Drosophila* heads. To this end, of the 194 protein interactors identified in the neuron-enriched immunoprecipitation and the 140 protein interactors identified in the muscle-enriched immunoprecipitation, only 44 of the interacting proteins overlap in both tissue types (Supplementary Table S7). Interestingly, GO Term analysis of biological processes of interacting proteins pulled down in nervous tissue only was mostly enriched for terms associated with translation and splicing. However, it does include GO terms such as silencing via micro RNAs and signal transduction (Figure 4B; Supplementary Table S8). GO Term analysis of the biological processes of interacting proteins pulled down specifically in muscle tissue identified some unique GO Terms such as adult muscle development, protein folding, sarcomere organization, myofibril assembly, and mitochondrial translation (Figure 4C; Supplementary Table S8). This demonstrates that despite many overlapping functions, Caper may have distinct functions in different tissue types, as a result of differential interaction with proteins and potentially RNA targets.

In muscle-enriched tissue there is also an enrichment of mitochondrial and cytoskeletal-associated proteins pulled down compared to neural-enriched tissue. It is uncertain as to why Caper interacts with more mitochondrial associated proteins in muscle than in nervous tissue. However, this could be due to the potential of higher levels of mitochondria and mitochondrial DNA present in muscle tissue compared to neural tissue (D’Erchia et al., 2015; Herbers et al., 2019; Moreno-Loshuertos and Fernández-Silva, 2020). The association of Caper with the cytoskeleton is not surprising given the relationship between RBPs and the cytoskeleton. Many RNA-binding proteins and RNA molecules form ribonucleoprotein (RNP) granules to perform post-transcriptional regulation and to be transported to various subcellular regions (Barbee et al., 2006; Kato and Nakamura, 2012; Hubstenberger et al., 2017; Christou-Kent et al., 2020). Furthermore, the cytoskeleton has been demonstrated to be crucial in both the formation and transport of RNP granules (Mamon et al., 2017; Chudinova and Nadezhdina, 2018). Finally, it is important to note that several interactors from both neural and muscle-enriched tissue were associated with NMJ development. This aligns well with the aberrant NMJ morphology previously observed with *caper* dysfunction both ubiquitously and in motoneuron specific knockdown of *caper*. However, muscle specific knockdown of *caper* results in distinct and less severe NMJ phenotypes as compared to motoneuron and glia specific knockdown of *caper* (Titus et al., 2021). Taken together, these results suggest that *caper* functions in the muscle, to some extent, to regulate NMJ development.

GO Term analysis of the biological processes of interacting proteins pulled down in both muscle and nervous tissue demonstrates that most of the interactors of Caper across tissue types are involved in translation and splicing (Figure 4D). Twenty-seven of the 44 overlapping proteins were identified as being ribosomal sub-units, further implicating Caper in translational regulation. By contrast, 6 of the 44 overlapping proteins were identified as being associated with alternative splicing, which suggests that Caper may play a significantly larger role in translational regulation than previously expected.

### Conserved interactions observed in humans

Using data from BioGrid we were able to identify 130 putative protein interactors from our IP experiments that had orthologs in humans that physically interacted with RBM39, one of two human orthologs to *caper* (Stark et al., 2006; Supplementary Table S9). Of these 130 interactors that are conserved, 51 interactors were pulled down in the IP performed on heads, 46 interactors were pulled down in muscle, and 33 were pulled down in both heads and muscle. GO Term analysis for Caper interactions that are potentially conserved in humans reveals 42 GO Terms for the Caper interactors and 115 GO Terms for the RBM39 interactors (Supplementary Tables S10, S11). This suggests that RBM39 could have more diverse functions in humans than *caper* has in *Drosophila.* However, there are several overlapping GO terms including various terms associated with translation, ribosomal assembly, and RNA processing. This suggests that many of the core functions of *caper* are conserved in humans. Furthermore, 3 of the conserved interactors are identified as modifiers of adult gravitaxis: *acinus (Acn), syncrip (syp), and purine-rich binding protein-alpha* (pur-alpha). Finally, FMRP, which was identified as an interactor of Caper in previous publications is also identified as a conserved interactor in humans (Titus et al., 2021). Overall, this data demonstrates that many interactions are likely conserved in humans and serves to further validate the results of the IP experiments.

### Candidate interactors modify the *caper* gravitaxis phenotype

To independently verify the results of these co-immunoprecipitation experiments and to begin to elucidate to which phenotypes these protein and RNA interactors are relevant, we performed a candidate-based modifier screen on a subset of the identified Caper interacting proteins and RNA targets. To this end, we chose to identify genes that modify the *caper* mutant adult gravitaxis phenotype. 

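Supplementary Table S2 lists 51 mutant lines of 40 genes, where the methods speak of 51 genes, and marks 14 of the genes as RNA targets, of which 11 were called here. *Atx2* (FBgn0041188), *lark* (FBgn0011640), *Rel* (FBgn0014018) and *repo* were called in both IPs. *Atx2* had log2 fold changes of 0.73 (standard error 0.09, adjusted p = 0.0069 from edgeR) in the Caper IP and 1.03 (standard error 0.11, adjusted p = 0.000538) in the FLAG IP. *Acn*, *lola*, *qkr58E-1*, *mle*, *Nmnat*, *qkr58E-3* and *Zn72D* were called in the FLAG IP alone. Of these, *Acn*, *lola*, *qkr58E-1*, *Nmnat* and *qkr58E-3* were called in both IPs with the replicate block. Of the marked genes not called, *Gba1b* (FBgn0051414) had an adjusted p-value of 0.275 in the Caper IP (0.00992 with the replicate block), *dco* (FBgn0002413) one of 0.094 in the FLAG IP (0.00443 with the block), and *chic* one of 0.239 in the Caper IP (0.0467 with the block). None of the 26 genes that the table does not mark was an RNA target. Among them *Tudor-SN* (FBgn0035121) alone had an unadjusted p-value below 0.05 with a fold change above 0. It was called in the FLAG IP with the replicate block (adjusted p = 0.0253, against 0.141 without it). *sna* had too few counts to be tested.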

We have previously shown that *caper* dysfunction results in slower climbing speeds in the well-established gravitaxis pathway (Olesnicky et al., 2017; Titus et al., 2021). Furthermore, we have also shown that FMRP, which co-immunoprecipitates with Caper in neuronal tissue, modifies gravitaxis behavior of *caper* mutants, lending credence to this strategy. We considered genes to be modifiers when transheterozygotes carrying a mutant allele at each locus had phenotypes that differed from both heterozygous controls.

Thirteen candidate genes were found to modify the Caper gravitaxis phenotype: *numb, Acn, pur-alpha, snail (sna), cardinal (cd), suppressor of ER stress-induced death (superdeath), Collapsin Response Mediator Protein (CRMP)* (both mutant lines tested)*, disabled (dab)* (one of two mutant lines tested)*, reversed polarity (repo)* (one of two mutant lines tested), *discs overgrown (dco)* (one of two mutant lines tested), *quaking related 58E-1 (qkr58E-1)*, *tan (t)* (one of two mutant lines tested), and *syp* (one of four mutant lines tested). Six of these genes had stronger effects in females than males, as revealed by significant genotype x sex interactions (Figure 5; Supplementary Table S12). For the remaining seven genes, both sexes were equally affected, as indicated by a significant genotype effect without a significant genotype x sex interaction (Figure 6; Supplementary Table S13). We note that although there was a significant interaction for *numb*, female transheterozygotes only differed from one of the controls, so we instead report the overall genotype effect. In 10/13 cases, transheterozygotes displayed reduced climbing speed compared to both controls (Figures 5A–D, 6). While our experimental design does not directly test whether these effects are non-additive and thus indicative of a genetic interaction, we note that the severity of the climbing deficit in transheterozygotes in several cases strongly suggests that effects are non-additive. For three candidate genes (Figures 5E–G), transheterozygotes had an intermediate phenotype between the controls, which suggests an antagonistic genetic interaction with *caper*. Altogether, the results of the modifier screen provide additional independent support for co-immunoprecipitation experiments that identify direct or indirect interactors of Caper.

**Figure 5:**
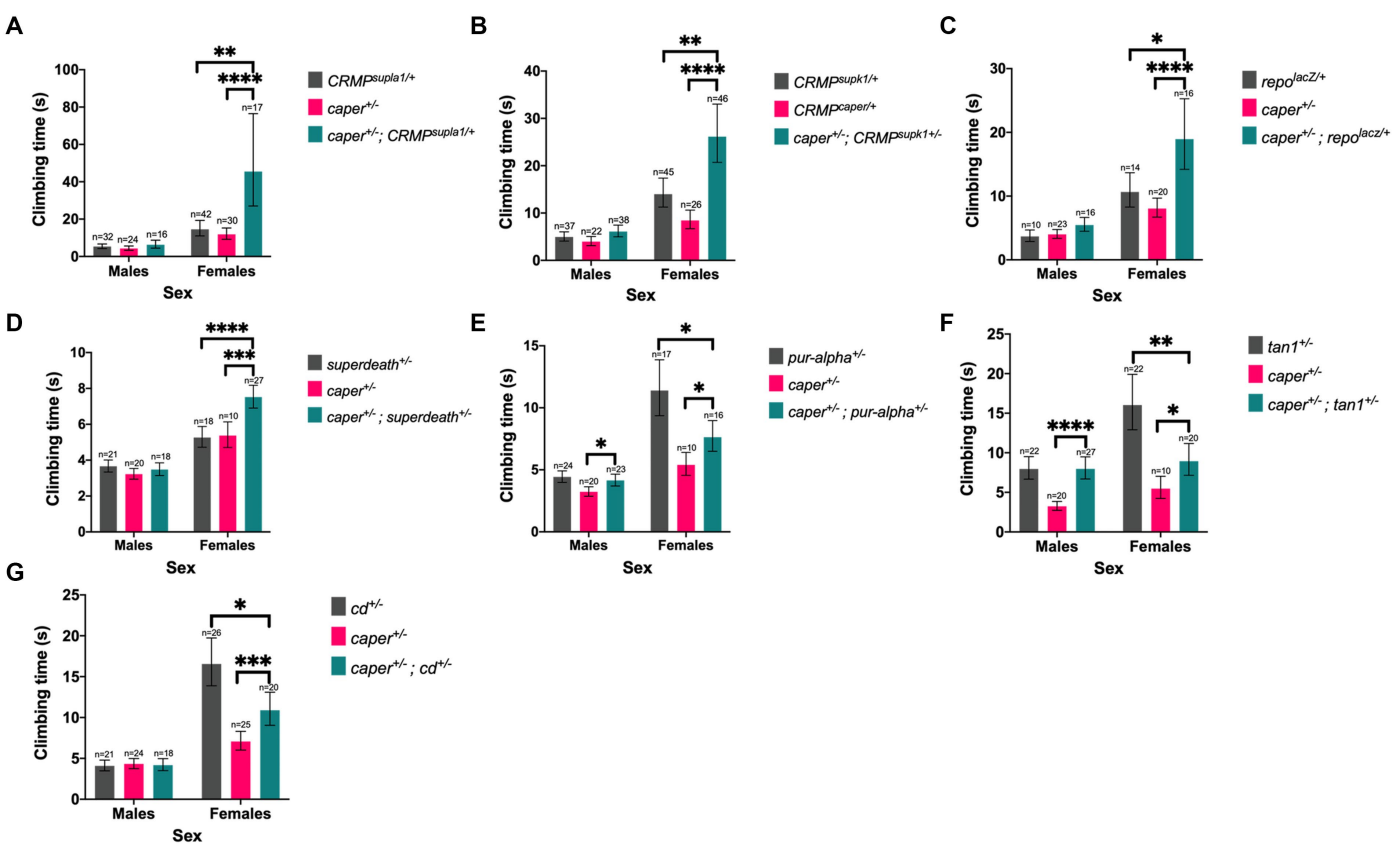
Six candidate genes modify the Caper gravitaxis phenotype in females. Mutations in *CRMP* **(A,B)**, *repo* **(C)**, *superdeath* **(D)**, *pur-alpha* **(E)**, *tan* **(F)**, and *cd* **(G)** modify gravitaxis defects in *caper* mutant females, but males are unaffected (genotype x sex interaction). Bars represent estimated marginal mean climbing times from log-logistic survival models and error bars represent 95% confidence intervals. *p ≤ 0.05; **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

**Figure 6:**
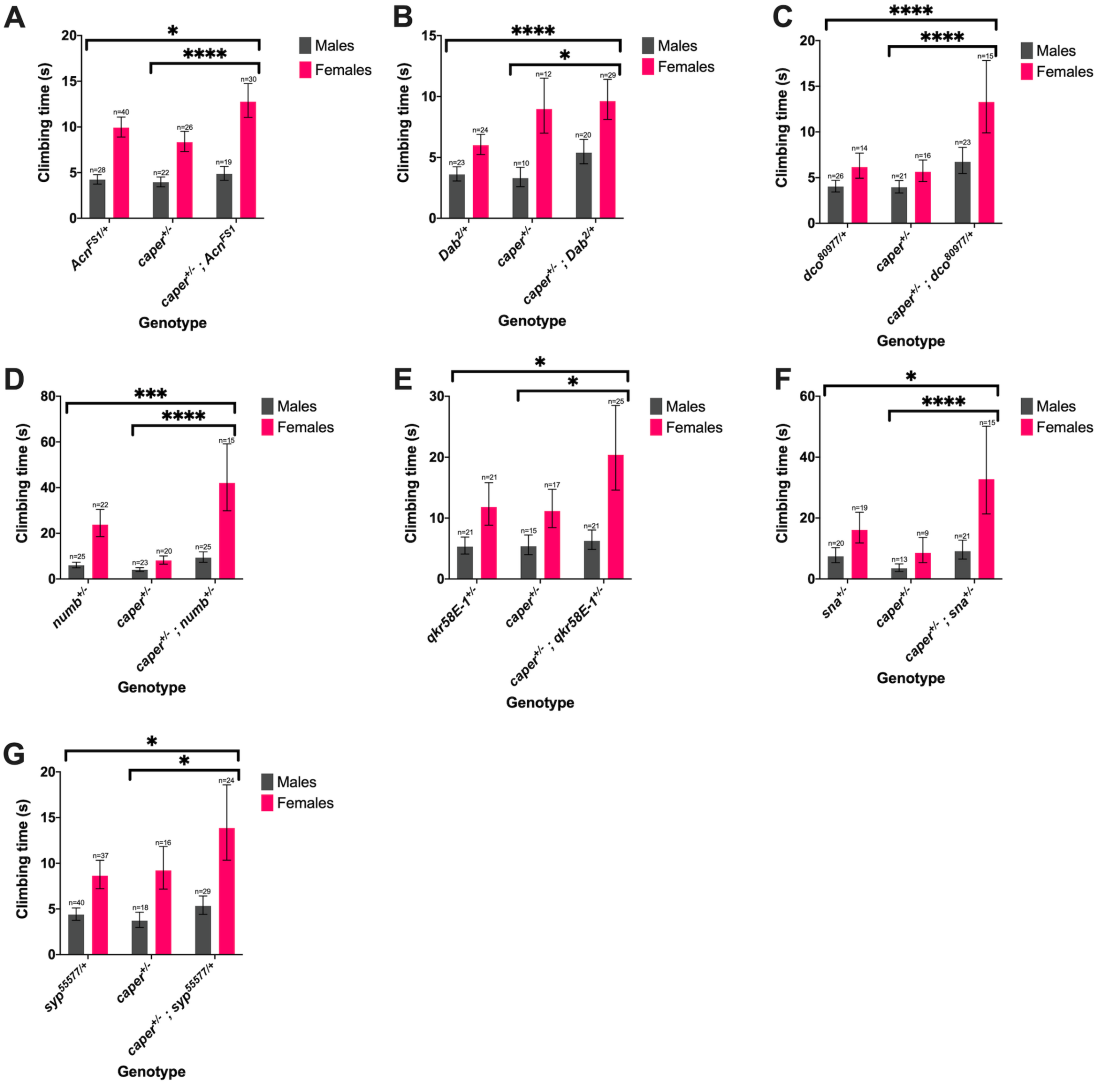
Seven candidate genes modify the Caper gravitaxis phenotype in both sexes. Mutations in *Acn* **(A)**, *Dab* **(B)**, *dco* **(C)**, *numb* **(D)**, *qkr58E-1* **(E)**, *sna* **(F)**, *syp* **(G)** modify gravitaxis defects in both caper mutant males and females. Bars represent estimated marginal mean climbing times from log-logistic survival models and error bars represent 95% confidence intervals. *p<=0.05; **p<=0.01, ***p<=0.001, ****p<=0.0001.

## Discussion

### Caper as a regulator of post-transcriptional regulation via RNP granules

In order to better understand the specific post-transcriptional functions of Caper in neuronal cells, we identified a network of proteins and RNAs that interact with the RBP Caper. One of the primary methods of post-transcriptional regulation is through the formation of ribo-nucleoprotein (RNPs) granules that include the association of RNAs and RNA-binding proteins through liquid–liquid phase separation (Barbee et al., 2006; Kato and Nakamura, 2012; Hubstenberger et al., 2017; Christou-Kent et al., 2020). Some of the most commonly identified RNP granules include nuclear granules such as paraspeckles, Polycomb, and Cajal bodies; as well as cytoplasmic granules including processing bodies (P-bodies), stress granules, and Staufen-containing granules (Barbee et al., 2006; Hubstenberger et al., 2017). It has been demonstrated that mRNAs may be targeted to P-bodies to undergo translational repression, miRNA gene-silencing, nonsense-mediated decay pathways, and storage for later activation (Brengues et al., 2005; Bhattacharyya et al., 2006; Decker and Parker, 2012; Ross Buchan, 2014).

P-body protein components have been identified in HEK293 human epithelial cell lines, and importantly several are orthologous to proteins identified as interactors of Caper including DEAD box helicase 6 (DDX6) / maternal expression at 31B (Me31b), Insulin Like Growth Factor 2 mRNA binding protein 2 (IGF2BP2) /Imp, Argonaute RISC component 1 and 2 (AGO1 and AGO2) /Argonaute 2 (AGO2), and UPF1 RNA Helicase and ATPase (UPF1) /Upf1 RNA helicase (Upf1). Since many Caper interacting proteins are known granule components, Caper may be a component of P-bodies and Staufen-containing granules. Furthermore, all of these RBPs are recognized as being involved in translational repression, mRNA decay, or the miRNA pathway (Hubstenberger et al., 2017). This supports the possibility that Caper plays a role in these additional RNA regulatory pathways. This is further supported by the GO term analysis for Caper interacting proteins that shows enrichment of the GO terms for translation, mRNA processing, and production of siRNA involved in post-transcriptional gene silencing by RNA.

Furthermore, several components of the coding region determinant (CRD) mediated complex were also identified in P-bodies from HEK293 cells and the fly orthologous proteins co- immunoprecipitate with Caper. These proteins include Heterogenous Nuclear Ribonucleoprotein U/CG30122, Synaptotagmin Binding Cytoplasmic RNA Interacting Protein (SYNCRIP)/Syp, Insulin Like Growth Factor 2 mRNA binding protein 1 (IGF2BP1)/Imp, and DExH-box Helicase 9 (DHX9)/maleless (mle) (Hubstenberger et al., 2017). These components were also demonstrated to promote the stability of the myc mRNA through the interaction of the CRD sequence found in the 3’UTR (Weidensdorfer et al., 2009). 

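*Myc* (FBgn0262656) lies on chromosome X from 3373159 to 3391697. Its RNA rose from 374 ± 108 CPM in the inputs to 693 ± 174 in the FLAG IP (SD, n = 3), a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.0227 from edgeR) with an increase in all 3 pairs. The adjusted p-value was 0.0836 without FLAG input 6 and 0.101 with gene-length correction, and 5.46e-07 with that correction and the replicate block. Its log2 fold change in the Caper IP was 0.24 (standard error 0.31, adjusted p = 0.658), with an increase in 2 of the 3 pairs and a value of -0.02 without Caper IP 2. The difference between the IPs was 0.66 (standard error 0.43, adjusted p = 0.489, and 0.0148 with the replicate block).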

Interestingly, *myc* mRNA was pulled down with Caper in the FLAG IP suggesting that *myc* is also an RNA target of Caper, and that Caper may also function to promote the stability of *myc* and other mRNA targets.

It is also likely that Caper associates with Staufen-containing RNP granules, which have been demonstrated to mediate translational repression and mRNA transportation (Barbee et al., 2006; Kiebler and Bassell, 2006). Although Caper does not interact with Staufen (Stau) directly in our experimental conditions, it does interact with several other proteins that have been identified as components of the Staufen-containing transport RNPs (Barbee et al., 2006; Kiebler and Bassell, 2006). These proteins include Fmrp, Barentz (Btz), Me31b, Ypsilon schachtel (Yps), Imp, AGO2, and Upf1 (Barbee et al., 2006). Furthermore, the majority of these proteins have also been demonstrated to be components of maternal RNP granules and P-body granules, further supporting Caper’s interaction with P-bodies and highlighting a potential interaction with maternal RNP granules (Barbee et al., 2006). The latter of which is supported by the enrichment of the GO term oocyte development for Caper interacting proteins. Finally, given the identified role of Staufen-containing granules in RNA localization, this may suggest that Caper plays a role in subcellular RNA localization. This is consistent with the enrichment of GO Terms such as intracellular mRNA localization involved in pattern specification process and pole plasm oskar mRNA localization (Barbee et al., 2006; Kiebler and Bassell, 2006). Taken together, the identification of Caper protein interactors underscores the association of Caper with many cytoplasmic RBPs and provides additional support for Caper having myriad roles in post-transcriptional gene regulation beyond alternative splicing.

### Caper protein interactors have roles in neurodevelopment

Despite the established role of *caper* in the regulation of the development of several neural subtypes (Olesnicky et al., 2017; Titus et al., 2021), there was not an enrichment of gene ontologies associated with neuron development for Caper protein interactors. Nonetheless, we previously uncovered a direct interaction between Caper and the RNA-binding protein Fmrp through co-immunoprecipitation and co-localization. Furthermore, *caper* and *Fmr1* demonstrated a genetic interaction in pathways regulating adult gravitaxis behavior (Titus et al., 2021). Therefore, it is not surprising that several of the interacting proteins pulled down with Caper have been demonstrated to regulate neural development and maintenance, including B52, IGF-II mRNA binding protein (Imp) and Syp. Depletion of *B52* results in an increase in the axon length of dMP2 neurons in *Drosophila* embryos and differential splicing of *Choline-acetyltransferase* (*ChAT*) which causes reduced production of the neurotransmitter acetylcholine (Liu and Bossing, 2016). The RBPs Imp and Syp act as temporal cues that have opposing roles in determining neuroblast fate (Yang et al., 2017; Rossi and Desplan, 2020). *Imp* dysfunction has also been demonstrated to impact the axon growth of γ neurons of the mushroom body in adult flies and the dendritic branching of class IV dendritic arborization (da) neurons in *Drosophila* larvae (Hattori et al., 2013; Medioni et al., 2014). Interestingly, dysfunction of *caper* has also been demonstrated to impact the dendritic branching of class IV da neurons, which suggests that *Imp* and *caper* may interact to regulate dendrite formation (Olesnicky et al., 2017). *Syp* has also been demonstrated as being critical for the synaptic plasticity and development of neuromuscular junctions in *Drosophila* larvae (Halstead et al., 2014; McDermott et al., 2014; Titlow et al., 2020). Since *caper* has also been demonstrated to be important in the development of larval neuromuscular junctions, *caper* and *Syp* may work coordinately to regulate NMJ morphogenesis (Titus et al., 2021).

### RNA targets of Caper function in neurogenesis, apoptosis and immune response

A GO Term analysis of the 910 overlapping target RNAs pulled down with both the Flag IP and Caper IP reveals that *caper* may regulate a broad range of biological processes, as highlighted by the identification of 507 GO Terms (Supplementary Table S4). 

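The paper's tables give the enriched GO terms without their member genes, so sets of genes chosen from their known functions were tested with limma's camera (preset correlation between genes of 0.01) and adjusted over 16 sets and both IPs. Sets that stand for terms enriched in these same libraries are not independent evidence. Of the 17 calls that this test gave over all sets, the decrease of transcripts of the mitochondrial genome in the Caper IP alone was still called with camera's own estimate of the correlation (adjusted p = 0.00342). For a set of 56 genes of neuroblasts and central nervous system development, the median log2 fold change was 0.08 over 42 tested genes in the Caper IP (adjusted p = 0.184) and 0.33 over 44 tested genes in the FLAG IP (adjusted p = 0.0944). With fry in place of camera, which asks whether the genes change at all, the adjusted p-values were 0.022 and 0.0175. RNA targets made up 8 of the genes in the Caper IP and 15 in the FLAG IP. *SoxN*, *ems*, *grh*, *repo*, *scrib* and *slp1* were RNA targets in both IPs, and 11 genes were with the replicate block. Other sets of genes that act in neurons had medians below 0. For 29 genes of synaptic proteins it was -0.30 in the Caper IP (adjusted p = 8.09e-06 from camera) and -0.13 in the FLAG IP (adjusted p = 0.455). For 26 phototransduction genes it was -0.36 (adjusted p = 0.000111) and -0.71 (adjusted p = 2.57e-10).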

Importantly, among the many enriched GO terms are several neurodevelopmental pathways including central nervous system development, photoreceptor cell fate determination, peripheral nervous system development, dendrite morphogenesis, ventral nerve cord development, neuroblast proliferation, and regulation of gliogenesis. This is in alignment with previous work that identified *caper* function as being important for the development of several neural subtypes, as well as, its role in visual function in the aging fly eye (Olesnicky et al., 2017; Stegeman et al., 2018; Titus et al., 2021). In particular, *caper* functions in multiple neural subtypes of the peripheral nervous system to direct dendrite morphogenesis of Class IV dendrite arborization neurons, axonogenesis of the neuromuscular junction, and in the development of proprioceptive neurons termed chordotonal neurons. Furthermore, knock down of *caper* function specifically within glia results in the strongest adult locomotor phenotypes, as compared to its knockdown pan-neuronally or within motor neurons (Olesnicky et al., 2017; Stegeman et al., 2018; Titus et al., 2021). Thus, the enrichment of these neuronal specific GO terms from the target RNA dataset is in line with established roles of Caper in neurogenesis.

Interestingly, GO term analysis of RNA targets also suggests that *caper* may play a role in immune response. GO terms indicating a role for *caper* in immune response include innate immunity, Toll signaling pathway, regulation of antimicrobial peptide production, regulation of antimicrobial humoral response, regulation of antifungal peptide production, and defense response to virus. 

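A set of 33 genes of the Toll and Imd pathways had a median log2 fold change of 0.31 in the Caper IP (adjusted p = 0.00336 from camera, 26 of 33 genes above 0). With the FLAG antibody it was 0.38 (adjusted p = 0.0183, 22 of 33 genes above 0, and 0.0609 with gene-length correction). *Dredd*, *PGRP-LC*, *PGRP-LE*, *Rel*, *Tak1*, *cact*, *key*, *pll* and *spz* were RNA targets in both IPs, and 14 genes were with the replicate block. Transcripts of the antimicrobial peptides themselves were lower than in the input. Their median log2 fold change was -0.69 over 16 tested genes in the Caper IP (adjusted p = 0.00159, 2 genes above 0) and -1.71 over 15 tested genes in the FLAG IP (adjusted p = 1.31e-08, none above 0). The decrease in the Caper IP was no longer called with gene-length correction (-0.17, adjusted p = 0.107) or with fry (adjusted p = 0.0721). *Drsl4*, *Drsl5* and *Dso2* were lower in both IPs, as were 7 genes with the replicate block.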

Although neither *caper* nor its orthologs have been shown to play direct roles in the immune system, dysfunction of the immune system has been associated with neurodegenerative disease (Shrestha et al., 2014; Hammond et al., 2019; Dhankhar et al., 2020). Aberrant function of *caper* results in declining performance in gravitaxis assays that is exacerbated with age, which may be an indicator of neurodegeneration. Furthermore, knock down of *caper* or dysfunction of *caper* through a genetic lesion results in shortened lifespans of *Drosophila* adult animals compared to controls (Titus et al., 2021). This may suggest that *caper* has an immunological function that results in neurodegeneration when *caper* function is reduced. This hypothesis is supported by the fact that many immune pathways, including Toll signaling, are implicated in necroptosis of neurons (Andreone et al., 2020). Alternatively, *caper* may simply play a direct and distinct pleiotropic role in immune response.

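A set of 23 genes of apoptosis and other cell death had a median log2 fold change of 0.31 over 22 tested genes in the Caper IP (adjusted p = 0.0377 from camera, 16 genes above 0), and of 0.22 with gene-length correction (adjusted p = 0.157). With the FLAG antibody it was 0.23 (adjusted p = 0.184, 15 genes above 0, and 0.0175 with fry). *Debcl*, *Dredd* and *Tak1* were RNA targets in both IPs, and *Strica*, *Dronc*, *hid*, *Traf4* and *wgn* joined them with the replicate block. Over 24 tested genes of autophagy the median log2 fold change was -0.06 in the Caper IP (adjusted p = 0.893) and -0.07 in the FLAG IP (adjusted p = 0.681). *Atg101*, *Atg14*, *Atg17*, *Atg18b* and *Atg3* were RNA targets in one IP or the other, and 6 genes were RNA targets in both with the replicate block. *Vps15* was lower in both IPs, as were 3 genes with the replicate block. In the FLAG IP 6 autophagy genes were lower and 4 were RNA targets, against 1 and 1 in the Caper IP.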

Consistent with the possibility of neurodegeneration in *caper* mutant animals, among the enriched GO terms are positive regulation of cell death, apoptotic signaling pathway and programmed cell death involved in cell development, positive regulation of necrotic cell death, as well as, regulation of autophagy (Guo et al., 2018; Andreone et al., 2020). Indeed, neuronal cell death is a hallmark of neurodegeneration and aberrant autophagy has been implicated in the pathogenesis of various neurodegenerative diseases. Nonetheless, apoptosis is also a normal feature of neurogenesis, particularly during metamorphosis and neuronal remodeling. Given the ages of the fly heads used to generate neural enriched lysates for these analyses, it is also possible that *caper* regulates normal apoptosis and neuronal remodeling of the *Drosophila* brain (Yaniv and Schuldiner, 2016).

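Among genes of proteins that bind RNA, 38 tested translation initiation factors had a median log2 fold change of 0.25 in the Caper IP (adjusted p = 0.000445 from camera, 28 genes above 0) and 34 had one of 0.15 in the FLAG IP (adjusted p = 0.181, 19 genes above 0). *eIF1A*, *eIF2Bdelta*, *eIF2alpha*, *eIF3b*, *eIF3d1*, *eIF3g1*, *eIF3h* and *eIF5B* were RNA targets in both IPs, and 13 factors were with the replicate block. The 56 splicing factors had a median log2 fold change of 0.16 in the Caper IP (adjusted p = 0.0628, with 0.0359 under gene-length correction, 0.0194 when libraries were scaled by size alone and 0.0175 from fry) and 0.17 in the FLAG IP (adjusted p = 0.00292). Of these, 6 were RNA targets in the Caper IP and 23 in the FLAG IP, and the block raised the count in the Caper IP to 14. Cytoplasmic ribosomal proteins had a median of 0.23 over 86 genes in the Caper IP (adjusted p = 0.0952 from camera, and 0.625 with fry). With gene-length correction this set was called higher in the Caper IP, with a median of 0.31 (adjusted p = 0.000197 from camera, 69 genes above 0). In the FLAG IP the median was -0.42 over 85 genes (adjusted p = 2.94e-06, and 0.0721 with fry), and -0.195 with gene-length correction (adjusted p = 0.0157). The 72 mitochondrial ribosomal proteins had a median of -0.19 in the Caper IP (adjusted p = 0.0218, and 0.313 with fry). Their median in the FLAG IP was -0.545 (adjusted p = 4.18e-06 from camera). With gene-length correction it was -0.266 and no longer called (adjusted p = 0.0741).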

When analyzing GO terms for the molecular function of Caper RNA targets, 30 terms were enriched (Figure 2B; Supplementary Table S14), with the vast majority of them associated with either DNA or RNA-binding. This suggests that Caper may not directly impact many effector molecules, but instead regulates RNAs encoding transcription factors and RBPs resulting in a cascading impact on the expression of genes that impact neural development.

### Caper as a master regulator

We propose that *caper* be classified as a master regulator. First, a significant percentage of *caper* targets fall under the gene ontology molecular functions for nucleic acid binding, transcription factor binding, zinc ion-binding, translational regulator activity, and RNA binding. Thus, many Caper target RNAs are classified as RBPs and transcription factors. This suggests that *caper* rarely engages directly with effector molecules, but instead is part of hierarchical regulatory processes that result in indirect effects downstream of its targets. In other words, Caper regulates the initial steps of various signaling and regulatory pathways. Second, the gene ontology analysis of target RNAs for “biological processes” includes 507 terms varying from neurodevelopment, immune response, cytoskeletal organization, and gene silencing to name a few. This suggests that *caper* regulates many pathways, all which function in the proper development of the nervous system.

Other research also suggests that *caper* may be a master regulator. One study developed a large splicing network based off modENCODE data and RNAseq data. Here 10 network modules were identified, with each module defined as a set of nodes with “more dense connection patterns among their members than between their members.” Of these 10 modules, *caper* (*cg11266*) was identified as one of the top regulators for the module enriched in GO terms for organ development, locomotion, and neuron differentiation (Papasaikas et al., 2015). This is not surprising given that *caper* is important for the development of several neural subtypes, as well as, proper locomotion in larvae and adults (Olesnicky et al., 2017; Titus et al., 2021). Furthermore, the top regulators for every module contained at least one putative Caper RNA target based on the dataset presented here, suggesting Caper regulates other major regulators of gene expression. They also elucidated several central nodes within this splicing network. To this end, *caper* was identified as one of the 20 central-most network nodes. Finally, 11 of the other 20 central-most network nodes, where a node indicates a particular protein, are putative targets of *caper* (Papasaikas et al., 2015).

### Sex-specific regulation

We previously demonstrated that the dysfunction of *caper* impacts males more than females in several phenotypes including gravitaxis, grooming, lifespan, and neuromuscular junction morphology (Olesnicky et al., 2017; Titus et al., 2021). However, the mechanism for these sex-specific phenotypes is unclear. First, *caper* is an autosomally encoded locus, ruling out a simple X-linked effect. However, analysis of our overlapping RIP-seq datasets reveal that Caper may regulate the RNA of several genes involved in sex-determination through X-chromosome dosage compensation including *maleless* (*mle*), *male-specific lethal 1* (*msl-1*), *male-specific lethal 3* (*msl-3*)*, males absent on the first* (*mof*), *over compensating males* (*ocm*), and the *long non-coding RNA on the X 1* (*lncRNA:roX1*). 

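Of these 6 genes, 2 were RNA targets in the Caper IP and 4 in the FLAG IP over all genes tested, and 2 and 5 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. With the replicate block 4 were RNA targets in the Caper IP and 5 in the FLAG IP over all genes tested. *mof* (FBgn0014340, chromosome X from 5873840 to 5876853) had log2 fold changes of 0.75 (standard error 0.12, adjusted p = 0.0152 from edgeR) in the Caper IP and 1.23 (standard error 0.09, adjusted p = 0.00019) in the FLAG IP. *msl-3* (FBgn0002775, chromosome 3L from 7123213 to 7125533) had log2 fold changes of 0.62 (standard error 0.12, adjusted p = 0.0265) and 0.49 (standard error 0.10, adjusted p = 0.00821). Without Caper input 2 the adjusted p-values in the Caper IP became 0.111 for *mof* and 0.162 for *msl-3*, and with gene-length correction *msl-3* had one of 0.0801 (0.0115 with the replicate block as well). *msl-1* (FBgn0005617) was called in the FLAG IP, with a log2 fold change of 1.64 (standard error 0.39, adjusted p = 0.0138, and 0.06 without FLAG input 6). It rose by 0.89 in the Caper IP (adjusted p = 0.179, and 0.0308 with the replicate block). *mle* (FBgn0002774) was called in the FLAG IP with a log2 fold change of 0.41 (adjusted p = 0.0211, 0.0771 without FLAG input 4, 0.136 with gene-length correction and 0.0197 with that correction and the block), and had one of 0.13 in the Caper IP (adjusted p = 0.446). *ocm* (FBgn0266083) had log2 fold changes of -0.14 (adjusted p = 0.56) in the Caper IP and 0.37 (adjusted p = 0.0845, and 0.00642 with the block) in the FLAG IP. *lncRNA:roX1* (FBgn0019661) was lower in the FLAG IP, with a log2 fold change of -0.35 (standard error 0.12, adjusted p = 0.0466, and 0.136 without FLAG input 6). It rose by 0.42 in the Caper IP (adjusted p = 0.115, and 0.0345 with the block). The difference between the IPs for *lncRNA:roX1* was -0.77 (adjusted p = 0.0849, and 0.00912 with the block).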

Here we show that Caper also targets several RNAs in the *sex-lethal* (*sxl*) specific cascade that contributes to sexual development including *transformer* (*tra*), *transformer 2* (*tra2*), *fruitless* (*fru*), *doublesex* (*dsx*), and *sister-of-Sex-lethal* (*ssx*). Thus, Caper’s regulation of mRNAs associated with sexual development could explain the observed sex-bias in various neurological phenotypes.

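*tra* (FBgn0003741, chromosome 3L from 16590059 to 16591050) and *tra2* (FBgn0003742, chromosome 2R from 14602004 to 14604337) were RNA targets in both IPs. *tra* had log2 fold changes of 1.10 (standard error 0.17, adjusted p = 0.0138 from edgeR) in the Caper IP and 1.38 (standard error 0.12, adjusted p = 0.000311) in the FLAG IP. For *tra2* they were 0.59 (standard error 0.09, adjusted p = 0.014) and 0.52 (standard error 0.13, adjusted p = 0.0167). Without Caper input 2 the Caper IP values became 0.104 for *tra* and 0.0783 for *tra2*, and without FLAG input 6 the FLAG IP value of *tra2* became 0.0535. *ssx* (FBgn0024987) was called in the FLAG IP, with a log2 fold change of 1.11 (standard error 0.16, adjusted p = 0.00168). It rose by 0.35 in the Caper IP (adjusted p = 0.208, and 0.0249 with the replicate block). *fru* (FBgn0004652) and *dsx* (FBgn0000504) rose by 0.40 (adjusted p = 0.192) and 1.02 (adjusted p = 0.0914) in the FLAG IP, and with the block their adjusted p-values were 0.000379 and 3.49e-07. With the Caper antibody *fru* had a log2 fold change of -0.17 (adjusted p = 0.693), which was 0.11 with gene-length correction, and *dsx* one of 0.52 (adjusted p = 0.553), which was -0.21 without Caper IP 1. *Sxl* itself (FBgn0264270) had log2 fold changes of -0.12 (adjusted p = 0.384) and 0.12 (adjusted p = 0.289). A set of 14 sex determination genes had a median log2 fold change of 0.39 in the Caper IP (adjusted p = 0.0252 from camera, 11 genes above 0) and 0.47 in the FLAG IP (adjusted p = 0.00393, 11 genes above 0). This is not independent evidence, because the set includes *tra*, *tra2*, *ssx*, *fru* and *dsx*, which the paper named from these libraries.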

*Sxl* utilizes the alternative splicing of genes such as *tra* and *msl-2* as part of an alternative splicing cascade that impacts sex determination and sexual differentiation (Penalva and Sánchez, 2003; Moschall et al., 2019). However, *Sxl* also undergoes splicing, which results in a full-length transcript found in females or a poison-exon containing transcript found in males (Penalva and Sánchez, 2003; Salz and Erickson, 2010). Expression of Sxl also results in a positive feedback loop in which the poison exon is excluded, inducing the production of more Sxl protein (Salz and Erickson, 2010). Interestingly, the paralog to *sxl, sister-of-sex-lethal* (*ssx*) inhibits the positive feedback loop of *sxl*, favoring the inclusion of the poison exon that results in the male variant of *sxl* (Moschall et al., 2019). Since *ssx* is a potential RNA target of caper, it is plausible that this creates a splicing cascade that impacts *sxl* and its downstream targets resulting in some of the sex-specific phenotypes we have observed previously (Olesnicky et al., 2017; Titus et al., 2021). Three additional mRNAs that *caper* targets that are involved in sexual determination include the RNA for the genes *fru*, *tra,* and *dsx*. All of these are part of a splicing cascade that begins with *sxl* (Penalva and Sánchez, 2003; Garner et al., 2018). Dysfunction of these genes can result in alteration of downstream selection for male or female spliceforms that can impact courtship behavior or morphology (Nilsson et al., 2000; Penalva and Sánchez, 2003). Furthermore, *fru*, *tra*, and *dsx*, have been implicated in the development of female-specific Insulin-like peptide 7-expressing (FS-Ilp7) oviduct motor neurons in females. The female-specific splicing of *fru and dsx* in males results in increased persistence of FS-Ilp7. However, the male-specific splicing of *tra* results in the loss of FS-Ilp7 in females (Garner et al., 2018). Thus, Caper may be an important regulator of the sex determination pathway. We should note, however, that global sex determination does not seem to be affected upon *caper* dysfunction, as genitalia of males and females forms normally (not shown). Thus, it is possible that Caper regulates only specific aspects of sex determination and development, for example, in a tissue specific manner.

Another possible explanation for sex biased phenotypes in *caper* mutant animals may be aberrant dosage compensation, since one of the GO Terms enriched from Caper RNA targets is for dosage compensation. The proteins Msl-1, Msl-2, Msl-3, Mle, and Mof have been demonstrated to form complexes that are important for binding the X-chromosome in males (Scott et al., 2000). Furthermore, loss-of-function mutations in any of these genes in males results in increased lethality. Additionally, the X-linked non-coding gene *roX1*, also appears to be involved in the formation of the dosage compensation complex (Scott et al., 2000; Hallacli et al., 2012; Tikhonova et al., 2019). Considering Caper targets *msl-1, msl-3, mle, mof*, and *roX1*, it suggests that *caper* dysfunction could result in downstream dosage compensation effects. It is also important to note that Mle is a protein interactor of Caper. However, since no other proteins involved in dosage compensation co-immunoprecipitate with Caper, it is unlikely Caper is directly involved in the formation of the dosage compensation complex. Finally, the gene *over compensating males* (*ocm*) encodes an mRNA targeted by Caper that has also been implicated in dosage compensation. *Ocm* appears to work antagonistically to the dosage compensation complex in *Drosophila* and reducing the expression of *ocm* results in rescue of lethality observed in flies with reduced function of *msl-1*. Conversely, reduction of *ocm* results in female sterility (Lim and Kelley, 2013).

### A candidate-based modifier screen of gravitaxis phenotypes

We took advantage of the well-established assay to perform a candidate-based screen for genetic modifiers of *caper* in gravitaxis behavior and to independently verify a subset of Caper interacting proteins and RNAs. Thirteen genes were identified in the gravitaxis screen:*, pur-alpha, sna, cd, superdeath, qkr58E-1*, *t, dab, syp, numb, repo, dco, Acn, CRMP.* Unsurprisingly, most of these genes function in the *Drosophila* nervous system, where they are involved in the development, maintenance, and function of the nervous system. For example, Numb, a protein interactor of Caper, is involved in sensory organ precursor (SOP) asymmetric division and in the chordotonal (ch) cell lineage (Uemura et al., 1989; Rhyu et al., 1994). Since SOPs and ch organs are important for gravity perception, it is unsurprising that *numb* is one of the strongest enhancers of the *caper* gravitaxis phenotype.

While Numb is important for neuronal differentiation, *repo* is indispensable for glial cells. *repo,* an RNA target of Caper, is a glial-specific homeodomain transcription factor essential for the migration, differentiation, and maintenance of glial cells in *Drosophila* (Xiong et al., 1994; Halter et al., 1995) and for long-term memory formation (Matsuno et al., 2015). *repo* mutations result in neuronal cell death, aberrant neuronal morphology, and loss of glial cells. 

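*repo* (FBgn0011701) lies on chromosome 3R from 18236192 to 18239602. Its RNA rose from 51.9 ± 3.55 CPM in the inputs to 75.3 ± 8.87 in the Caper IP (SD, n = 3), a log2 fold change of 0.55 (standard error 0.11, adjusted p = 0.0268 from edgeR). With the FLAG antibody it rose from 56.4 ± 6.23 to 85.4 ± 21.2 CPM (SD, n = 3), a log2 fold change of 0.61 (standard error 0.18, adjusted p = 0.0305). All 6 pairs of IP and input showed an increase. The adjusted p-value was 0.113 in the Caper IP without Caper input 2, and in the FLAG IP 0.110 without FLAG input 6 and 0.0585 with gene-length correction (0.000131 with that correction and the replicate block).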

Though Repo does not appear to function during initial glial fate determination, it is important for late glial differentiation (Jones, 2005). Since Caper targets *repo* RNA, but *repo* has only one annotated isoform ruling out a role for Caper in splicing *repo* pre-mRNA, it is possible that Caper regulates its translation.

Additionally, interactors of *caper* play an integral role in neurite morphogenesis and maintenance. 

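*CRMP* (FBgn0023023) lies on chromosome 3R from 5571108 to 5579189. Its log2 fold change was 0.18 (standard error 0.12, adjusted p = 0.257 from edgeR) in the FLAG IP, with an increase in all 3 pairs. With the Caper antibody it was -0.32 (standard error 0.11, adjusted p = 0.113), with a decrease in all 3 pairs. The decrease was called with the replicate block (adjusted p = 0.0477) and also without Caper IP 1 (adjusted p = 0.0415).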

Though *CRMP* is not an RNA target of Caper nor encodes a protein interactor, it is a modifier of the *caper* gravitaxis, longevity, and bristle patterning phenotypes (unpublished data). There are five members of the CRMP family of proteins in humans and their phosphorylation influences their biological function (Nakamura et al., 2020). For example, non-phosphorylated CRMP2 promotes axonal elongation. In contrast, phosphorylated CRMP2 inhibits axonal guidance. Additionally, phosphorylation/dephosphorylation of CRMP family members affect CNS degeneration and regeneration. CRMPs are involved in neurite outgrowth, axon guidance, dendritic branching, and synapse maturation in mammals (Nakamura et al., 2020). In addition to CRMP, Dab functions in axonogenesis. Dab, a protein interactor of Caper is an evolutionarily conserved adaptor protein that physically interacts and functions with Able (Abl), a protein tyrosine kinase, during *Drosophila* embryonic axonogenesis (Gertler et al., 1993; Song et al., 2010; Kannan et al., 2017).

### Caper genetic interactors are implicated in NMJ morphogenesis

Since *caper* dysfunction results in aberrant NMJ morphology, it is particularly interesting that several genetic interactors of *caper* are also involved in the development of the NMJ. Syp, a protein interactor of Caper regulates synaptic growth and plasticity in the *Drosophila* larval NMJ by regulating the translation of key mRNAs with important synaptic functions by associating with RNA encoding key proteins involved in synaptic function, such as *futsch, discs large, alpha-spectrin, msp-300, syd-1, highwire,* and *neurexin-1* (McDermott et al., 2014). Additionally, Syp is required for proper NMJ morphology. Overexpression of Syp in muscle suppresses NMJ growth, while loss of Syp function results in overelaboration of the NMJ, a phenotype similar to *caper* mutant NMJs (McDermott et al., 2014; Titus et al., 2021). *Acn* also regulates NMJ morphology (Laviolette et al., 2005). Since *caper* mutants exhibit aberrant NMJ morphology (Titus et al., 2021), it will be interesting to see if *syp* and *Acn* can also modify *caper* NMJ phenotypes.

In sum, our identification of Caper interacting proteins and RNAs in combination with a genetic modifier screen of a subset of these interactors provides better context of the role *caper* plays in the development, maintenance and function of the nervous system. Furthermore, we find that Caper interacts with distinct proteins in neuronal tissue compared to muscles, which begins to illuminate why the nervous system may be more sensitive to the dysfunction of ubiquitously expressed RBPs.

## Data availability statement

The original contributions presented in the study have been deposited in the GEO database. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221381 accession number GSE221381.

## Author contributions

MT and AC performed the experiments and wrote the manuscript. CE performed the mass spectrometry. NP performed the RNA sequencing analysis. JB performed the statistical analysis. EO conceptualized and designed experiments, obtained funding and resources, and supervised the project. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Institutes of Health 1R15NS104976 to EO and NINDS-NS080685 to MT. The proteomics works was supported by the National Institutes of Health S10-OD025267 to CE.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The identification of protein and RNA interactors of the splicing factor Caper in the adult Drosophila nervous system
**Source:** Front Mol Neurosci. 2023 Jun 23;16:1114857. doi: 10.3389/fnmol.2023.1114857
**Supplement:** Supplementary file 12

| **Transheterozygote** | **Factor** | **χ^2^** | **P value** | **vs. control** | **Sex** | **t ratio** | **P value** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *caper^-/+^;CRMP[supla1]^-/+^* | Genotype | 16.7 | 0.0002 | *yw^-/+^;caper^-/+^* | F | 4.6 | 8.1E-5 |
|  | Sex | 75.7 | 3.3E-18 | *yw^-/+^;CRMP[supla1]^-/+^* | F | 3.8 | 0.0018 |
|  | Genotype x Sex | 8.2 | 0.0161 | *yw^-/+^;caper^-/+^* | M | 0.7 | 1 |
|  |  |  |  | *yw^-/+^;CRMP[supla1]^-/+^* | M | -1.2 | 1 |
| *caper^-/+^;CRMP[supK1]^-/+^* | Genotype | 39.7 | 2.3E-9 | *yw^-/+^;caper^-/+^* | F | 6.8 | 9.5E-10 |
|  | Sex | 109.3 | 1.3E-25 | *caper^-/+^;CRMP[supK1]^-/+^* | F | 3.9 | 0.0013 |
|  | Genotype x Sex | 39.7 | 2.3E-9 | *yw^-/+^;caper^-/+^* | M | 1.4 | 1 |
|  |  |  |  | *caper^-/+^;CRMP[supK1]^-/+^* | M | -1.4 | 1 |
| *caper^-/+^; repo^lacz/+^* | Genotype | 23.9 | 6.3E-6 | *yw^-/+^;caper^-/+^* | F | 5.0 | 2.8E-5 |
|  | Sex | 74.0 | 7.9E-18 | *yw^-/+^;repo^lacz/+^* | F | 3.0 | 0.0322 |
|  | Genotype x Sex | 7.0 | 0.0307 | *yw^-/+^;caper^-/+^* | M | 2.4 | 0.1841 |
|  |  |  |  | *yw^-/+^;repo^lacz/+^* | M | 2.5 | 0.1234 |
| *caper^-/+^; superdeath^-/+^* | Genotype | 16.0 | 0.0003 | *yw^-/+^;caper^-/+^* | F | 4.2 | 0.0004 |
|  | Sex | 94.6 | 2.3E-22 | *yw^-/+^;superdeath^-/+^* | F | 5.1 | 1.4E-5 |
|  | Genotype x Sex | 16.6 | 0.0002 | *yw^-/+^;caper^-/+^* | M | -0.73 | 1 |
|  |  |  |  | *yw^-/+^;superdeath^-/+^* | M | -1.9 | 0.4919 |
| *caper^-/+^; puralpha^-/+^* | Genotype | 31.3 | 1.6E-7 | *yw^-/+^;caper^-/+^* | F | 2.9 | 0.0380 |
|  | Sex | 87.1 | 1.0E-20 | *yw^-/+^;puralpha^-/+^* | F | -3.1 | 0.0206 |
|  | Genotype x Sex | 8.2 | 0.0165 | *yw^-/+^;caper^-/+^* | M | 3.0 | 0.0282 |
|  |  |  |  | *yw^-/+^;puralpha^-/+^* | M | -0.8 | 1 |
| *caper^-/+^; tan1^-/+^* | Genotype | 66.3 | 3.9E-15 | *yw^-/+^;caper^-/+^* | F | 2.9 | 0.0407 |
|  | Sex | 23.6 | 1.2E-6 | *yw^-/+^;tan1^-/+^* | F | -3.7 | 0.0027 |
|  | Genotype x Sex | 8.6 | 0.0136 | *yw^-/+^;caper^-/+^* | M | 7.3 | 4.7E-10 |
|  |  |  |  | *yw^-/+^;tan^-/+^* | M | 0.0 | 1 |
| *caper^-/+^; cd1^-/+^* | Genotype | 14.8 | 0.0006 | *yw^-/+^;caper^-/+^* | F | 3.5 | 0.0062 |
|  | Sex | 104.3 | 1.8E-24 | *yw^-/+^;cd1^-/+^* | F | -3.3 | 0.0132 |
|  | Genotye x Sex | 28.5 | 6.5E-7 | *yw^-/+^;caper^-/+^* | M | -0.3 | 1 |
|  |  |  |  | *yw^-/+^;cd1^-/+^* | M | 0.2 | 1 |

**Table S12.** Results of log-logistic survival analysis and *post-hoc* comparisons of estimated marginal means using Tukey’s method for models with a significant genotype x sex interaction.

# Supplementary material for: The identification of protein and RNA interactors of the splicing factor Caper in the adult Drosophila nervous system
**Source:** Front Mol Neurosci. 2023 Jun 23;16:1114857. doi: 10.3389/fnmol.2023.1114857
**Supplement:** Supplementary file 13

| **Transheterozygote** | **Factor** | **χ^2^** | **P value** | **vs. control** | **t ratio** | **P value** |
| --- | --- | --- | --- | --- | --- | --- |
| *caper^-/+^; Acn^FS1/+^* | Genotype | 19.7 | 5.7E-05 | *yw^-/+^;caper^-/+^* | 4.4 | 6.4E-05 |
|  | Sex | 152.5 | 5.0E-35 | *yw^-/+^;Acn^FS1/+^* | 2.9 | 0.0146 |
|  | Genotype x Sex | 2.3 | 0.3107 |  |  |  |
| *caper^-/+^; dab^2/+^* | Genotype | 25.9 | 2.3E-06 | *yw^-/+^;caper^-/+^* | 2.6 | 0.0311 |
|  | Sex | 54.2 | 1.8E-13 | *yw^-/+^;dab^2/+^* | 5.3 | 1.8E-06 |
|  | Genotype x Sex | 5.8 | 0.0550 |  |  |  |
| *caper^-/+^; dco^80977/+^* | Genotype | 38.7 | 4.0E-09 | *yw^-/+^;caper^-/+^* | 6.1 | 4.8E-08 |
|  | Sex | 25.6 | 4.2E-07 | *yw^-/+^;dco^80977/+^* | 5.6 | 4.4E-07 |
|  | Genotype x Sex | 2.1 | 0.3483 |  |  |  |
| *caper^-/+^; numb^-/+^* | Genotype | 67.0 | 2.9E-15 | *yw^-/+^;caper^-/+^* | 9.5 | 6.6E-16 |
|  | Sex | 86.2 | 1.6E-20 | *yw^-/+^;numb^/+^* | 3.8 | 0.0007 |
|  | Genotype x Sex | 12.7 | 0.0017 |  |  |  |
| *caper^-/+^; qkr58E-1^-/+^* | Genotype | 6.9 | 0.0314 | *yw^-/+^;caper^-/+^* | 2.6 | 0.0346 |
|  | Sex | 49.0 | 2.6E-12 | *yw^-/+^;qkr1^-/+^* | 2.5 | 0.0462 |
|  | Genotype x Sex | 2.8 | 0.2524 |  |  |  |
| *caper^-/+^; sna^-/+^* | Genotype | 28.2 | 7.5E-07 | *yw^-/+^;caper^-/+^* | 5.7 | 4.0E-07 |
|  | Sex | 31.2 | 2.4E-08 | *yw^-/+^;sna^-/+^* | 2.6 | 0.0337 |
|  | Genotype x Sex | 2.1 | 0.3565 |  |  |  |
| *caper^-/+^; syp^55577/+^* | Genotype | 11.6 | 0.0030 | *yw^-/+^;caper^-/+^* | 3.1 | 0.0062 |
|  | Sex | 74.6 | 5.8E-18 | *yw^-/+^;syp^55577/+^* | 3.1 | 0.0059 |
|  | Genotype x Sex | 2.2 | 0.3326 |  |  |  |

**Table S13.** Results of log-logistic survival analysis and *post-hoc* comparisons of estimated marginal means using Tukey’s method for models with a significant genotype effect. Although *numb* showed a significant interaction, the transheterozygote was only different from one of the controls so the main genotype effect is reported instead.

How the deposited data were processed for this re-analysis (not part of the article)

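RNA immunoprecipitation followed by sequencing was measured in 12 libraries from adult *Drosophila* heads that overexpressed FLAG-tagged Caper after a heat shock. They comprise 3 IPs with the Caper antibody, 3 with the FLAG antibody and the 6 inputs. The authors trimmed the reads, mapped them to dmel_r6.36 with STAR and deposited the raw number of read pairs that featureCounts assigned to the exons of each gene, 1 column per library and without normalization. Gene lengths in the same table are numbers of exon bases. Chromosomes and positions come from the deposited table. Symbols come from the paper's tables and from RefSeq genes at the same positions, which gave a symbol to 17180 of 17612 genes. Where a gene had both, 2563 of 2628 symbols were the same.

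Each antibody was analysed on its own, its 3 IPs against its 3 inputs, because the methods compare each IP with its input by DESeq2 and name no replicate term. The main test was edgeR (version 4.0.16, R 4.3.3) with TMM normalization, its default filter on low counts (minimum count 10, minimum total count 15), glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A prior count of 2 was used for values per library on the log scale. RNA targets were defined as in the paper, by an adjusted p-value below 0.05 and a log2 fold change above 0. The difference between the IPs was tested on all 12 libraries with 4 groups, and the inputs were compared on the 6 input libraries. Calls in both IPs were compared with chance by a one-sided Fisher's exact test over the genes tested with both antibodies. The interactors of Supplementary Table S3 were compared with all genes tested in the same way, and with 10000 random lists of genes matched on expression. Gene sets were tested with camera from limma (version 3.58.1) at a preset correlation of 0.01 and adjusted over all sets and both IPs. The sets stood for the GO terms that the paper names, together with ribosomal proteins, mitochondrial genes, heat shock proteins, phototransduction genes, synaptic proteins and the protein interactors. Named genes are all genes that the paper names as RNA targets, the RT-PCR genes, *repo*, *CRMP* and *Sxl*. To these were added, in each direction, the 5 genes with the largest mean log2 fold change over both IPs among genes called in both, with a mean of at least 50 counts and the same direction in all 6 pairs. These choices, the sets and the alternatives were fixed before the data were examined. The random lists and the comparisons with Supplementary Tables S2 and S4 were added later.

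The numbers in the sample titles join each IP to an input. This was checked on the counts. After the mean of each group was removed, the log counts of an IP and the input of the same number were correlated across 11012 genes in every pair, at 0.770, 0.152, 0.642, 0.605, 0.649 and 0.524 for replicates 1 to 6, against a median of -0.282 for the 12 other pairings within an antibody. The methods purify RNA from the IPs and their respective inputs but name no replicate term for the test. The fit without a replicate block was therefore set as the main one before the data were examined, and it was kept although these correlations show the pairs. It leaves the variation that an IP shares with its input in its error. The block lowered the biological coefficient of variation from 0.247 to 0.106 in the Caper IP and from 0.176 to 0.0731 in the FLAG IP. A gene that the main fit did not call is thus not shown to lack enrichment. Where the blocked fit changes a call or moves a count by more than 1.5 times, its value is given beside the result or in the sections below.

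The library totals ran from 9615414 to 34264177 counts. Counting error is small beside the spread between replicates at this depth for all but the genes with few counts. In data simulated from these depths and spreads, the tests recovered 82.0% of the changed genes in the Caper IP design and 91.5% in the FLAG IP design, with 5.75% and 4.19% of the calls false. Of the genes changed 2-fold, the smallest change simulated, they recovered 68.0% and 81.0%. The tests with the replicate block were run on other simulated data, with variation shared by an IP and its input. They recovered 95.5% and 98.2% of all changed genes and 92.0% and 95.0% of those changed 2-fold, with 6.37% and 7.75% of the calls false. The remaining spread was set lower in those data and the main test was not run on them, so the 2 simulations cannot be compared. The median absolute log2 fold change of all genes was 0.28 in the Caper IP and 0.41 in the FLAG IP. Recovery of changes below 2-fold is therefore unknown.

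The alternatives were DESeq2 (version 1.42.0) on each antibody and on all 12 libraries, RLE normalization, library size only, no filter, at least 10 counts in every library, a replicate block, all 12 libraries in one edgeR fit, protein-coding genes only, a correction for gene length (a smooth curve with 5 degrees of freedom per library), the block with that correction, an absolute log2 fold change above 1, each IP against all 6 inputs, and leaving out each library in turn. DESeq2 with a replicate block, and leaving out an IP together with its input, were added after the data were seen. Lists of genes of the male accessory gland, testis, ovary, fat body, flight muscle and eye, and the male-specific roX RNAs, were written to examine differences between replicates. They separate genes whose values had been seen from genes that had not.

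Exons of *Caper* were not compared, because the counts read here are per gene. GC content was not examined, since no genome sequence was at hand. GO enrichment was not repeated, because no annotation of genes to GO terms was at hand. The copy of Supplementary Table S4 read here holds all 1138 genes of the Caper IP but 1997 of the paper's 2451 genes of the FLAG IP, so no overlap was tested on its FLAG IP list. The proteomic, RT-PCR and climbing data were not part of the deposited counts.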

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

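The tests of gene length on all genes, of single groups of transcripts, of the genes that take most of the counts and of other splits of the libraries were chosen after the results were seen. The tests on short protein-coding genes and on the inputs were chosen before. Groups of 3 libraries are too small to search for a single outlying library.

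The enrichment of 106 genes, among them *brp* (0.86 higher in the FLAG IP on the log2 scale, adjusted p = 0.0286), differed between the FLAG IP and the Caper IP in a test of the difference itself. Of the 10 ways to split the 6 pairs of IP and input into 3 and 3, 1 gave as many genes, the real one, and the others gave 0, but with 10 splits this share cannot fall below 0.1. A difference between the inputs as the source is argued against, because the inputs differed by more than the IPs for 0 of the 106 genes. A comparison of the inputs gave 0 genes (176 at an unadjusted p-value below 0.05, where 497 of the 9944 tested would fall there by chance), as in 10 of the 10 splits of the inputs. Gene length is a further technical explanation, since the difference rose with length across genes (Spearman correlation 0.325, over genes that are not independent). With gene-length correction 43 of the 106 genes were still called, which argues against the length trend for these genes. The other 63 were lost, and for them the length trend and a difference between the antibodies cannot be told apart, because the correction also removes a true difference that follows length. The count was 518 without Caper IP 1, and without FLAG input 4 it was 1 gene (FBgn0267508). The replicates of each antibody were separate, so any difference between replicates 1 to 3 and replicates 4 to 6 in the IPs stays open beside a difference between the antibodies. The libraries come from heads of one genotype and treatment, and no biological explanation was tested.

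The paper reports RNAs that were higher in the IPs, and 812 RNAs were lower in the Caper IP and 2184 in the FLAG IP. In each, 1 of the 10 splits of the 6 libraries gave as many calls in total, the real one. The next highest number was 327 calls for a split of the Caper libraries, and the 3 other splits that part every pair gave 0. Gene length as the whole cause is argued against by the 65.0% of the 812 genes and the 85.3% of the 2184 that were still lower with gene-length correction. With protein-coding genes only, 95.4% of the lower protein-coding genes in the Caper IP and 100.0% of those in the FLAG IP were still lower. The largest change of a log2 fold change under this fit was 0.02 in each IP, so it decides nothing about abundant RNAs that take up counts, and that explanation and the others cannot be told apart by it. Scaling by library size alone left 533 lower RNAs in the Caper IP and 1685 in the FLAG IP, with the median of all genes at 0.18 and 0.09 in place of 0.03 and -0.0003. Fold changes in these libraries are relative, so an RNA that Caper does not bind falls when others rise. Without a mock IP, the level of unbound RNA was not measured, and no biological explanation was tested.

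Transcripts of the mitochondrial genome and snoRNAs were lower in both IPs, which the paper does not discuss. The 14 mitochondrial transcripts tested had a median log2 fold change of -2.26 in the Caper IP and -2.90 in the FLAG IP, and all 14 were called lower in each. Gene length is argued against as their cause, since with gene-length correction the medians were -2.05 and -2.41. Under scaling by library size alone they were -2.11 and -2.81. The snoRNAs had a median of -1.61 over 113 genes in the Caper IP and -1.54 over 99 genes in the FLAG IP, and kept the direction when scaled by library size alone (-1.46 and -1.45). With gene-length correction the medians of the snoRNAs were 0.13 in the Caper IP and 0.03 in the FLAG IP. This decides nothing for them, because most genes of that length are snoRNAs. Protein-coding genes no longer than the longest snoRNA (316 bases) had a median of -1.64 over 29 genes in the Caper IP and -1.91 over 20 genes in the FLAG IP, so the decrease of snoRNAs is consistent with an effect of short length. The 7SL RNA genes fell further than length would give, with a median of -6.54 in the Caper IP after gene-length correction, although reads that the pair of copies may share make the value of each uncertain. Whether Caper's place in the cell or a loss of short RNA during purification lies behind these decreases was not tested.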

How the results depend on the processing

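With each library left out in turn, RNA targets numbered from 5 (without Caper input 2) to 1159 (without Caper IP 1) in the Caper IP and from 1371 (without FLAG input 6) to 1878 in the FLAG IP. RNA targets in both IPs ran from 5 to 779 and in either IP from 1592 to 2425. RNAs lower in the Caper IP ran from 107 (without Caper input 2) to 1153, those lower in the FLAG IP from 1543 to 1980, interactors encoded by RNA targets from 73 to 127, and RT-PCR genes called from 3 (*qkr58E-1*, *Acn* and *brp*, without FLAG input 4) to 9. Genes whose enrichment differed between the IPs ran from 1 (without FLAG input 4) to 518 (without Caper IP 1), and genes that differed between the inputs stayed at 0. The log2 fold change of *Caper* ran from 0.68 to 1.06 in the Caper IP, called in 1 of 6 fits, and from 0.71 to 1.18 in the FLAG IP, called in 2 of 6. These fits have fewer libraries, which lowers the number of calls, although leaving out Caper IP 1 raised it. With an IP and its input left out together, an alternative chosen after the data were seen, RNA targets numbered 0 (without replicate 2, and without replicate 3) and 899 in the Caper IP and 712 (without replicate 6), 1137 (without replicate 4) and 1944 in the FLAG IP, and with the replicate block from 487 to 1494 and from 2588 to 2766.

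The replicate block raised RNA targets to 1708 in the Caper IP, 3104 in the FLAG IP, 1363 in both and 3449 in either. It raised RNAs lower in the Caper IP to 1599, interactors encoded by RNA targets to 145 and genes whose enrichment differed to 1328. Its own construction shows the cause, since it removes the variation that an IP shares with its input. All 682 and 2045 RNA targets of the fits without it remained. Beyond the genes for which its value is printed at a conclusion it changed no other call of a named gene higher in either IP, except that *qkr58E-1*, *unc-115a*, *lola*, *zfh1* and *Acn* became RNA targets in the Caper IP, and it changed the call of no gene set. In the test of the difference between the IPs it also newly called *mof*, *fru*, *ssx*, *CRMP*, *Xrp1* and *snoRNA:CG32479-a*. With the block and gene-length correction together the counts were 1731 in the Caper IP and 1350 in both, with 1414 and 3376 lower RNAs in the Caper IP and the FLAG IP and 151 interactors. DESeq2 with a replicate block, chosen after the data were seen, gave 1139 RNA targets in the Caper IP, 914 in both, 1336 lower RNAs in the Caper IP and 141 interactors.

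DESeq2 on all 12 libraries gave 1249 RNA targets in the Caper IP, 952 in both and 1393 lower RNAs in the Caper IP. All 12 libraries in one edgeR fit gave 1055 and 1255, and each IP against all 6 inputs gave 1485 RNA targets in the Caper IP. More libraries share the variance estimate in these fits. Scaling by library size only gave 1622 RNA targets in the Caper IP and 1206 in both, with 533 lower RNAs in the Caper IP. It raises the fold change of most genes alike. An absolute log2 fold change above 1 left, by construction, 64 for RNA targets in the Caper IP, 617 for RNA targets in the FLAG IP, 48 for RNA targets in both IPs, 633 for RNA targets in either IP, 258 for RNAs lower in the Caper IP and 648 for RNAs lower in the FLAG IP. Genes whose enrichment differed numbered 573 with DESeq2, 39 with no filter, 177 with at least 10 counts in every library and 59 with gene-length correction, and the cause was not tested. The log2 fold change of *Caper* in the Caper IP was 0.93 with protein-coding genes only (adjusted p = 0.0526) and 0.90 with gene-length correction (0.0719), and 0.80 (0.0626) with gene-length correction in the FLAG IP, no longer called. The cause was not tested.

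Among named genes and gene sets, directions that reversed were those of results that were not called, apart from 1 gene set. With gene-length correction they were *chic* in the FLAG IP (-0.0108, and -0.0170 with the block), *pros* in the Caper IP (0.291 and 0.285), *fru* in the Caper IP (0.115 and 0.108) and *Sxl* in the FLAG IP (-0.0512 and -0.0542). By library size only they were *pros* (0.0398), *ocm* (0.00683) and *Sxl* (0.0301) in the Caper IP, and the sets of autophagy in the Caper IP (0.0956) and the FLAG IP (0.0224) and of heat shock proteins in the Caper IP (0.0631). This scaling moves all genes alike, to a median of 0.18 in the Caper IP and 0.09 in the FLAG IP, and these values stayed below it, so they are no change of direction relative to other genes. With single libraries left out in the Caper IP, *dlg1* ran from -0.0218 (without Caper IP 1; -0.0204 without Caper input 2) to 0.0611, *Myc* from -0.0209 (without Caper IP 2) to 0.474 and *dsx* from -0.205 (without Caper IP 1) to 0.898. The set of mitochondrial ribosomal proteins in the Caper IP, called lower at -0.19 without the correction, reached 0.000369 with gene-length correction. The median of the snoRNAs, lower in both IPs without that correction, reached 0.13 in the Caper IP and 0.03 in the FLAG IP with it. The cause of the reversals other than those by library size was not tested.

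With fry 24 of the 32 set results were the same, 5 were newly called (cell death, dosage compensation and neuroblasts in the FLAG IP, neuroblasts and splicing factors in the Caper IP) and 3 were lost (antimicrobial peptides and mitochondrial ribosomal proteins in the Caper IP, cytoplasmic ribosomal proteins in the FLAG IP). RLE normalization changed no count by more than 1.5 times. Over the alternatives other than leaving out libraries, 762 results of named genes were the same, 68 were newly called, 19 were no longer called and 11 reversed.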

Differences from the paper's values

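Called with edgeR on each antibody alone, RNA targets in the Caper IP numbered 682 against the paper's 1138. Of the alternatives set before the data were examined, DESeq2 (921), DESeq2 on all 12 libraries (1249), all 12 libraries in one edgeR fit (1055), library size only (1622), each IP against all 6 inputs (1485) and the fit without Caper IP 1 (1159) came within 1.5 times the paper's value. RNA targets in both IPs numbered 547 against the paper's 910. Here DESeq2 (716), DESeq2 on all 12 libraries (952), all 12 libraries in one edgeR fit (792), library size only (1206), the replicate block (1363), the block with gene-length correction (1350) and the fit without Caper IP 1 (779) came within 1.5 times. RNA targets in the Caper IP alone numbered 135 against the paper's 228, and DESeq2 (205), DESeq2 on all 12 libraries (297) and all 12 libraries in one edgeR fit (263) came within 1.5 times. DESeq2 with a replicate block, chosen after seeing the values, gave 1139 RNA targets in the Caper IP, 914 in both and 225 in the Caper IP alone. It also gave 2453 in the FLAG IP and 2678 in either, against the paper's 2451 and 2679. It gave 141 interactors encoded by RNA targets, where the paper counts 103, and the cause was not tested. Its log2 fold changes differed from those of Supplementary Table S4 by at most 5e-06, and it called 1138 of the 1138 genes that the table lists for the Caper IP and 1997 of the 1997 genes in the copy of its FLAG IP list. The fit given at the conclusions called 600 and 1562 of these, and the edgeR fit with the replicate block 1118 and 1986. The paper's methods name DESeq2 and no replicate term. Without the block, the log2 fold changes of DESeq2 differed from the listed ones by up to 0.361 in the Caper IP and 0.989 in the FLAG IP. On all 12 libraries they differed by up to 0.373 and 0.998. For the genes listed, these values argue against DESeq2 without a replicate term as the source of the lists.

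The lowest number of read pairs counted on genes in a library was 9.62 M, where the paper gives 20 M reads as its lowest. The paper's value counts sequenced reads and the other counts read pairs assigned to genes, and the alternatives do not bear on it.

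The paper lists *chic*, *tutl*, *chinmo* and *unc-115b* among RNA targets of the FLAG IP tested by RT-PCR. Their adjusted p-values in the sequencing of the FLAG IP were 0.486, 0.0836, 0.101 and 0.0525. The replicate block, library size only, DESeq2 on all 12 libraries and, chosen after seeing the values, DESeq2 with a replicate block called *tutl* and *chinmo*. All 12 libraries in one edgeR fit, the block with gene-length correction and the fit without FLAG input 5 also called *tutl*, and the block and library size only called *unc-115b*. None of the alternatives called *chic* in the FLAG IP, and Supplementary Table S2 marks it as a target of the Caper IP alone, where the block (adjusted p = 0.0467) and DESeq2 with a block (0.0434) called it.

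The paper names *ocm* and *lncRNA:roX1* among RNAs of dosage compensation that Caper targets. *ocm* was not called in either IP, and was called in the FLAG IP with the block (adjusted p = 0.00642), with DESeq2 and a block (0.0116) and without FLAG IP 5 (0.0131). *lncRNA:roX1* was lower in the FLAG IP (-0.35), and was called higher in the Caper IP with DESeq2 on all 12 libraries (0.0188), library size only, the block (0.0345), the block with gene-length correction (0.0193) and DESeq2 with a block (0.0086). *fru* and *dsx*, which the paper names as targets in the sex determination cascade, were not called in either IP. The block, the block with gene-length correction and DESeq2 with a block called both in the FLAG IP, DESeq2 also called *dsx* (0.0242), and the fit without FLAG input 5 also called *fru* (0.0338). The block with gene-length correction also called *dsx* in the Caper IP (0.0193).

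Supplementary Table S2 marks *Acn*, *lola* and *qkr58E-1* as targets of both IPs, and they were called in the FLAG IP alone. With the replicate block, with library size only, with DESeq2 on all 12 libraries and with DESeq2 and a block all 3 were called in both. *dco* and *Gba1b*, which it also marks, were not called, and were called with the block and with DESeq2 and a block.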

Other observations

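The tests of spread and fold change between the IPs, of random lists of interactors and of unseen genes of the male reproductive tract were chosen before their results were seen. The tests of depth and of the roX RNAs were chosen after.

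The Caper IP gave fewer RNA targets than the FLAG IP (682 against 2045). Lower depth is argued against, since the lowest Caper IP library held 23907193 counts and the highest FLAG IP library 23694613. With each gene's fold change in the Caper IP and its standard error in the FLAG IP, 1336 genes passed the FLAG IP cut-off. With the fold change in the FLAG IP and the standard error in the Caper IP, 1429 genes passed the Caper IP cut-off. The second count lay within 1.5 times the FLAG IP count, the line set beforehand, and the first just outside it. These tests used the fits without the replicate block. With the block, which lowered the biological coefficient of variation from 0.247 to 0.106 in the Caper IP and from 0.176 to 0.0731 in the FLAG IP, the RNA targets were 1708 against 3104, and the same tests, added after the data were seen, gave 2583 and 2416 genes, both within 1.5 times 3104. Smaller fold changes in the Caper IP may therefore account for the lower count. For a larger spread between the Caper libraries the fits disagree, so its part and that of the fold changes cannot be told apart. Without Caper IP 1 the Caper IP count was 1159.

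The interactors of Supplementary Table S3 held 93 RNA targets, more than the share of all genes tested, and random lists of the same expression held a median of 93. Their expression level may therefore account for the excess in this fit. With the replicate block it was 145 against 141 (123 to 158) in random lists. With DESeq2 and a block, chosen after the data were seen, it was 141 against 125 (109 to 142), and 404 of the 10000 lists held as many or more.

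Transcripts of the male reproductive tract were higher in Caper input 1 and Caper IP 1 than in replicates 2 and 3. This was noticed on 8 genes of the accessory gland list and 12 of the testis list, all highest in input 1. Of the genes not seen before that had at least 10 counts in the Caper inputs (16 of 21 in the accessory gland list and 18 of 21 in the testis list), 32 of 34 were highest in input 1 and 30 of 34 in IP 1, where chance gives 33.3%. The summed level of the unseen accessory gland genes was 42.0, 12.1 and 5.26 CPM in Caper inputs 1 to 3 and 13.8, 4.00 and 4.40 in the IPs, and the testis list, in which *bol* was most abundant, summed to 515, 401 and 397 in the inputs. Tissue other than heads in the lysate of replicate 1 is a candidate explanation. A larger share of male heads would raise the roX RNAs. Their mean log2 level was lower by 0.31 in input 1 than in the other Caper inputs (a difference of -0.31), and input 1 was the lowest of the 6 inputs. In Caper IPs 1 to 3, where enrichment also counts, *lncRNA:roX1* was at 1375, 1190 and 1311 CPM and *lncRNA:roX2* at 70.7, 60.1 and 69.7, highest in IP 1. The yolk protein genes, made in females and seen before they were listed, were also highest in replicate 1, with *Yp1* at 6923, 3952 and 1655 CPM in Caper inputs 1 to 3 and at 12875, 2306 and 1788 in the IPs, *Yp2* at 1992, 1109 and 468 in the inputs, and *Yp3* at 2196, 1527 and 813. This and the roX RNAs of the inputs run opposite to a larger share of male heads, while the roX RNAs of the IPs do not. Other genes of the fat body, where yolk proteins are made, rose in input 1 too (*FASN1* at 2482, 1495 and 738 CPM), so the share of male heads is left open. The other lists did not all move together. Summed over unseen genes in Caper inputs 1 to 3, fat body genes were at 6592, 5367 and 3208 CPM, flight muscle genes at 17161, 14090 and 13158, ovary genes at 611, 638 and 727, and eye genes at 28256, 31954 and 32483. *lncRNA:roX2* was at 70.3, 83.8 and 88.5. In the FLAG inputs, 15 of 16 accessory gland genes and 13 of 18 testis genes were highest in input 4. The sex and age of the flies behind each replicate were not given, so a biological difference between replicates was not tested.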
